# Global DNA Hypomethylation Prevents Consolidation of Differentiation Programs and Allows Reversion to the Embryonic Stem Cell State

**DOI:** 10.1371/journal.pone.0052629

**Published:** 2012-12-27

**Authors:** Christine S. Schmidt, Sebastian Bultmann, Daniela Meilinger, Benedikt Zacher, Achim Tresch, Kerstin C. Maier, Christian Peter, Dietmar E. Martin, Heinrich Leonhardt, Fabio Spada

## Abstract

DNA methylation patterns change dynamically during mammalian development and lineage specification, yet scarce information is available about how DNA methylation affects gene expression profiles upon differentiation. Here we determine genome-wide transcription profiles during undirected differentiation of severely hypomethylated (*Dnmt1^−/−^*) embryonic stem cells (ESCs) as well as ESCs completely devoid of DNA methylation (*Dnmt1^−/−^*;*Dnmt3a^−/−^*;*Dnmt3b^−/−^* or TKO) and assay their potential to transit in and out of the ESC state. We find that the expression of only few genes mainly associated with germ line function and the X chromosome is affected in undifferentiated TKO ESCs. Upon initial differentiation as embryoid bodies (EBs) wild type, *Dnmt1^−/−^* and TKO cells downregulate pluripotency associated genes and upregulate lineage specific genes, but their transcription profiles progressively diverge upon prolonged EB culture. While Oct4 protein levels are completely and homogeneously suppressed, transcription of *Oct4* and *Nanog* is not completely silenced even at late stages in both *Dnmt1^−/−^* and TKO EBs. Despite late wild type and *Dnmt1^−/−^* EBs showing a much higher degree of concordant expression, after EB dissociation and replating under pluripotency promoting conditions both *Dnmt1^−/−^* and TKO cells, but not wild type cells rapidly revert to expression profiles typical of undifferentiated ESCs. Thus, while DNA methylation seems not to be critical for initial activation of differentiation programs, it is crucial for permanent restriction of developmental fate during differentiation.

## Introduction

Embryonic stem cells (ESCs) are pluripotent cells derived from the naïve epiblast of preimplantation blastocysts. Under appropriate conditions they can self renew indefinitely in the pluripotent state, as well as differentiate into any embryonic lineage, including germ cells, both *in vitro* and upon reintroduction in host embryos [1]. These properties make ESCs a powerful and popular model to investigate the molecular bases of pluripotency and lineage commitment. Indefinite self renewal of mouse ESCs is sustained by LIF/JAK/Stat3, PI3K/Akt and Wnt singalling as well as suppression of the FGF/Erk and GSK3 pathways [2]–[11]. These conditions support the expression of master transcriptional regulators of pluripotency, including Oct4, Nanog and Sox2 [12]–[15]. These transcription factors establish a core network that, in cooperation with epigenetic modifiers, non coding RNAs and the c-Myc transcriptional network, orchestrates the pluripotency expression program and suppresses differentiation programs [16]–[18] (reviewed in [19], [20]). Recent data suggest that the same core pluripotency factors also play crucial roles in initial cell fate choices. Differentiation signals directly modulate Oct4 and Sox2 protein levels, leading to changes in their genome wide binding profiles and thus initiating lineage selection without prior activation of lineage specification factors [21].

By indexing chromatin states through DNA and histone modification, epigenetic factors ensure stable propagation of transcription programs and thus contribute to cell identity. At the same time, epigenetic marks are typically reversible and the enzymatic systems that set and erase them respond directly or indirectly to environmental signals, providing the necessary plasticity for the dynamic changes of transcription programs required for progressive differentiation. Although many epigenetic factors and chromatin remodelers have a role in stabilizing the pluripotent ESC state (i.e., sustained self renewal and absence of spontaneous differentiation), most are actually not strictly required for its establishment and/or maintenance (as opposed to *bona fide* core pluripotency factors). This property and the demonstration that ESC self renewal is minimally dependent on extrinsic signaling have led to the concept that the pluripotent state of naïve epiblast and ESCs represents a ground proliferative state relatively independent from epigenetic regulation [22], [23]. In contrast, most epigenetic regulators are required for proper execution of transcriptional programs driving lineage commitment and progression of differentiation [20].

In mammals DNA methylation plays major roles in the control of gene expression during development and differentiation [24]–[26]. The importance of DNA methylation for proper development is underscored by the embryonic lethal phenotypes of mice lacking major DNA methyltransferases (Dnmts) [27]–[29]. These as well as many other studies have established that Dnmt3a and Dnmt3b, together with the catalytically inactive co-factor Dnmt3L, set DNA methylation patterns during embryogenesis and gametogenesis, while Dnmt1 is mainly responsible for maintaining these patterns through cell replication [30]–[34]. However, further studies have shown that Dnmt3 enzymes are also required for long term maintenance of DNA methylation patterns [35]–[38] and for their dynamic modulation in processes other than development [39], [40]. In embryos with homozygous inactivation of single *Dnmt* genes as well as in double Dnmt3a and 3b null (Dnmt3 DKO) embryos development arrests well after gastrulation, clearly showing that these enzymes are dispensable for the formation of naïve epiblast [28], [29]. In addition, corresponding Dnmt null ESCs can be readily derived from blastocysts or by direct gene targeting even in the case of triple knockout (TKO) of all catalytically active Dnmts (Dnmt1, 3a and 3b) [28], [29], [41]. Dnmt1 null ESCs have about 20% residual genomic methylation, mostly located in repetitive sequences [28], [36], [42]. TKO ESCs exhibit complete loss of genomic methylation, clearly showing that neither Dnmts nor DNA methylation are required for survival and self renewal of ESCs. Restoring Dnmt1 expression rescues the ability of Dnmt1 null ESCs to form teratomas, contribute to chimeras and complement tetraploid embryos [42], [43]. Analogously, the ability to form teratomas is restored in Dnmt3 DKO ESCs upon expression of either Dnmt3 protein [36]. Therefore, functional pluripotency of ESCs is not permanently compromised by the loss of either Dnmt1 or Dnmt3 proteins and consequent loss of DNA methylation.

Previous studies pointed to a very limited developmental potential of Dnmt1 null ESCs and to impaired survival or proliferation of their differentiated progeny [28], [44], [45]. Other studies showed that, in contrast to wt counterparts, Dnmt1 null ESCs differentiated as embryoid bodies (EBs) express high levels of trophoblast markers and, under appropriate conditions, can be differentiated into trophoblast derivatives [45], [46]. Similarly, it has been reported that TKO ESCs exhibit a growth defect and increased apoptosis upon EB differentiation and that cells from TKO nuclear transfer embryos aggregated with wt embryos mostly contribute to extraembryonic tissues, in addition to [41], [47]. However, in the latter study a few TKO cells were detected in the embryo proper till an early postgastrulation stage (E8.5), but their identity was not defined. Thus, it is not clear to what extent globally hypomethylated cells are able to commit to and progress along definitive embryonic lineages.

To investigate how DNA methylation contributes to differentiation programs, we subjected wt, *Dnmt1^−/−^* and TKO ESCs to undirected differentiation as EBs. Our results clearly show that hypomethylated cells initiate differentiation programs by downregulating pluripotency genes and upregulating markers of differentiated lineages. In particular, we show a previously unappreciated progression of differentiation programs in *Dnmt1^−/−^* EBs. However, by dissociating late EBs and replating their cells under culture conditions that promote pluripotency, we found that hypomethylated cells fully revert to the undifferentiated ESC state, indicating that DNA methylation is crucial for canalization of developmental fate during differentiation.

## Results

### Incomplete silencing of pluripotency gene transcription upon differentiation of globally hypomethylated ESCs

To gain insights into the specific role of DNA methylation in silencing pluripotency associated genes during differentiation, we generated EBs from wt, *Dnmt1^−/−^* and TKO ESCs and analyzed transcript levels as well as promoter DNA methylation of the pluripotency genes *Oct4* (also known as *Pou5f1*) and *Nanog* (Fig. 1). Interestingly, wt and *Dnmt1^−/−^* EBs showed a drastic down regulation of both genes already by day 4, whereas DNA methylation of the respective promoters could be detected only by day 8. The observation that initial silencing of *Oct4* precedes methylation of its promoter is consistent with previous work showing recruitment of Dnmt3a by the GCNF-MBD3 complex to the *Oct4* promoter in advance of detectable DNA methylation [49]–[52]. To investigate the dependence of silencing and promoter methylation of *Oct4* and *Nanog* on the catalytic activity of Dnmt1 during differentiation we established clones of *Dnmt1^−/−^* ESCs stably expressing GFP fusions of wt Dnmt1 (GFP-Dnmt1^wt^) or a catalytically inactive single point mutant (GFP-Dnmt1^C1229W^) [48] and subjected them to the same differentiation procedure as above (Fig. S1). While silencing and promoter methylation of *Oct4* and *Nanog* in *Dnmt1^−/−^* EBs were largely restored to the levels present in wt ESCs by expression of GFP-Dnmt1^wt^, they were essentially unchanged in *Dnmt1^−/−^* EBs expressing GFP-Dnmt1^C1229W^. This shows that reduced promoter methylation and silencing of *Oct4* and *Nanog* in *Dnmt1^−/−^* EBs largely depend on the lack of Dnmt1 catalytic activity.

**Figure 1:**
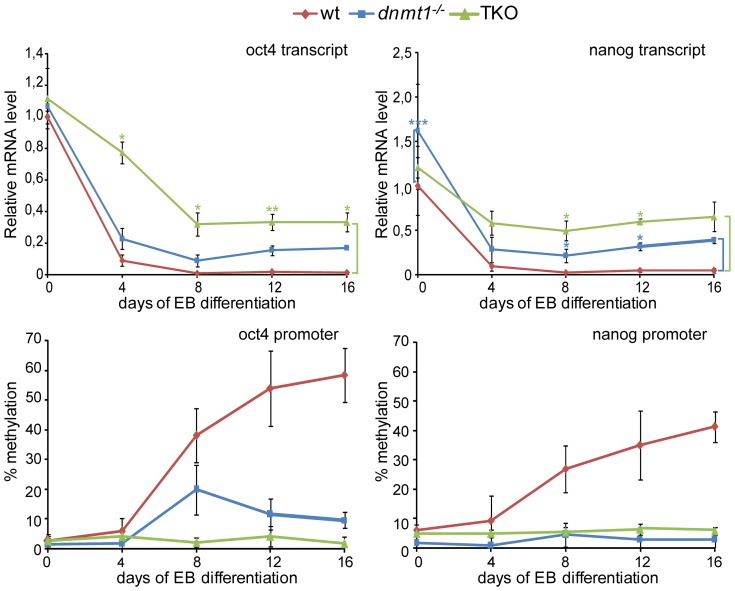
Partial silencing of *oct4* and *nanog* in *Dnmt1^−/−^* and TKO EBs. Oct4 and Nanog transcript levels (upper panels) and respective promoter methylation (lower panels) during differentiation of wt, *Dnmt1^−/−^* and TKO ESCs as EBs. Transcript levels were measured by RT-qPCR and are shown relative to wt ESCs (day 0). DNA methylation levels were determined by bisulfite conversion followed by PCR and pyrosequencing. Five and 4 CpG sites in the proximal promoter regions of *oct4* and *nanog*, respectively, were analyzed and respective values were averaged. Mean values and standard errors of 2 and 3 biological replicates are shown for DNA methylation and expression analyses, respectively. Asterisks indicate significance levels: * p<0.05; ** p<0.001; *** p<0.0001 (Student t-test).

Consistent with an earlier report [47], TKO EBs also showed initial reduction of Nanog transcript levels, albeit more limited than in wt and *Dnmt1^−/−^* EBs (Fig. 1A). In contrast, *Oct4* silencing was remarkably delayed in TKO EBs. Importantly, in both *Dnmt1^−/−^* and TKO EBs reduction of Oct4 and Nanog transcript levels was partial as compared to wt EBs. Significant residual levels of both Oct4 and Nanog transcripts were detectable even in late mutant EBs and correlated with the extent of *Dnmt* gene deletions as well as with relative promoter methylation levels in the case of *Oct4* (Fig. 1), indicating that Dnmt3a and 3b contribute to the intermediate levels of *Oct4* and *Nanog* silencing in *Dnmt1^−/−^* EBs.

Taken together, these results reveal that promoter methylation is dispensable for initial silencing of *Oct4* and *Nanog*, but necessary for complete extinction of their transcriptional activity during differentiation.

### Complete and uniform downregulation of Oct4 protein levels in hypomethylated EBs

We then asked whether the residual Oct4 transcript levels lead to residual Oct4 protein in *dnmt1^−/−^* and TKO EBs and whether downregulation of Oct4 protein occurs homogenously in EBs or subpopulations of cells retain high Oct4 protein levels. To address this question, we followed Oct4 protein levels during EB formation by immunofluorescent staining after cell dissociation and FACS analysis (Fig. 2). All ESC lines displayed similar levels of Oct4 protein in the pluripotent state. After 4 days of differentiation, only about 2% of cells from wt EBs were Oct4 positive, but higher numbers of positive cells were detected in mutant EBs. As observed at the transcript level (Fig. 1), a substantial delay in downregulation was also found for Oct4 protein levels in TKO EBs as about 13% of cells were still Oct4 positive at day 4. Again *dnmt1^−/−^* EBs showed a less dramatic phenotype at day 4 as only 4.75% of their cells still contained detectable Oct4 protein. Surprisingly, regardless of genotype Oct4 positive cells were about 1% at day 8 and below 1% by day 12. At the latter time point Oct4 staining profiles showed no distinct cell subpopulation expressing high levels Oct4 protein and were indistinguishable among genotypes and from the background profiles of the antibody isotype control. We conclude that, despite incomplete extinction of *Oct4* transcription, the downregulation of Oct4 protein during differentiation is complete and uniform also in hypomethylated cells.

**Figure 2:**
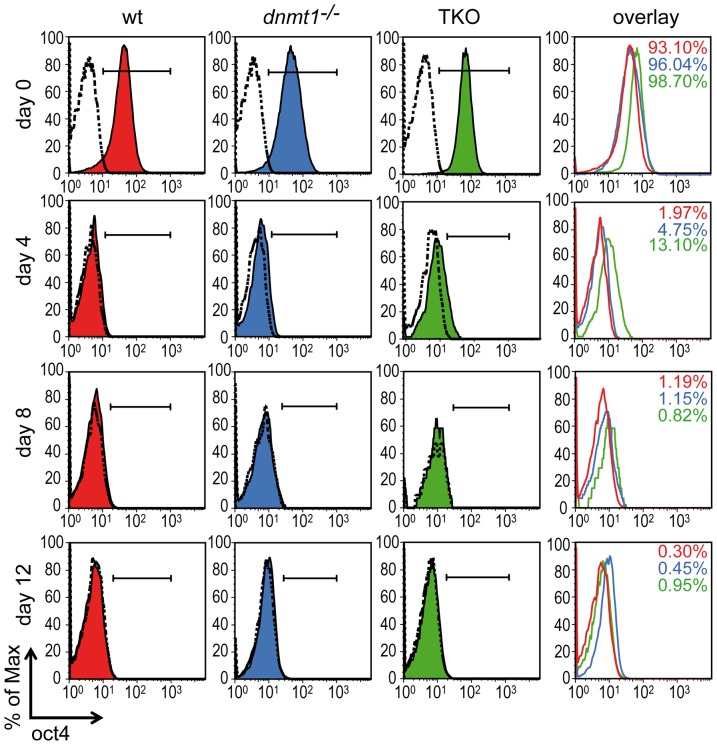
Uniform downregulation of Oct4 protein levels during EB differentiation. Undifferentiated ESCs colonies (day 0) and EBs at indicated stages of differentiation (day 4–12) were dissociated into single cells, stained with an Oct4 specific antibody and subjected to FACS analysis. Shaded curves depict Oct4 intracellular staining. Dashed lines indicate isotype controls and horizontal bars represent individual gates for positive Oct4 signals. The overlay shows exclusively Oct4 positive signals for each cell line. Numbers in red, blue and green indicate the percentages of Oct4 positive cells in wt, *Dnmt1^−/−^* and TKO ESCs/EBs, respectively, after subtraction of background signal from isotype controls.

### DNA methylation is dispensable for activation of differentiation programs

As we found that hypomethylated cells are capable of partially silencing the master pluripotency genes *Oct4* and *Nanog* as well as completely suppressing Oct4 protein levels, we next asked whether these cells are able to activate differentiation programs. To address this question, we performed genome-wide microarray expression analysis of undifferentiated wt, *Dnmt1^−/−^* and TKO ESCs and corresponding EBs at day 4 and 16 of differentiation in two independent experiments. 

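The arrays compared 3 mouse ESC lines: wt, *Dnmt1-/-*, which lacks the enzyme that copies DNA methylation onto new strands, and TKO, which lacks Dnmt1 and both *de novo* methyltransferases, Dnmt3a and Dnmt3b. EBs are aggregates in which ESCs grown without LIF turn into a mixture of early embryonic and extraembryonic cell types. Each line was sampled as ESCs (day 0) and as EBs at day 4 and day 16. Every group had 2 arrays, replicates 1 and 2, so 18 arrays were used. The authors' values are log2 signals of probe sets made with RMA, which removes background, brings the arrays to one distribution and summarizes the probes of each set. Signals ran from 1.21 to 14, array medians from 5.77 to 5.90, and no value was missing. Across probe sets, which are not independent samples, the 2 arrays of a group correlated with r = 0.981 to 0.991.

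The mutated genes themselves served as a check of the mapping of arrays to lines. *Dnmt1* signals were 9.16 to 9.77 on the 6 wt arrays and 8.40 to 8.86 on the 12 mutant arrays. In ESCs, *Dnmt3a* gave 8.87 and 9.45 in wt and 7.43 and 7.65 in TKO. *Dnmt3b* gave 9.80 and 10.00 in wt ESCs and 7.33 and 7.45 in TKO ESCs, but 8.73 ± 0.21 (mean ± SD, n = 2) in TKO EBs at day 4. Whether the probes lie in the deleted parts of these genes is not given in the sources used here.

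Fold changes below come from a limma fit of the 9 group means to all 18 arrays. A probe set is called higher or lower when its fold change is at least 2 and its adjusted p, the false discovery rate of that comparison, is under 0.05. The standard error (SE) of a log2 fold change had a median of 0.203. Of the 35512 probe sets, 23410 carry a gene symbol, and counts of genes give each symbol entry once. Gene groups were tested with camera, which asks whether the genes of a list move further in one direction than all other genes. Its adjusted p uses a preset correlation between the genes of a list, and a second value with the correlation estimated from the arrays is given where it ends a call.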

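*Pou5f1*, which encodes a transcription factor that ESCs need to stay pluripotent, and *Afp*, which visceral endoderm and fetal liver express, are typical of what separates ESCs from EBs. A principal component analysis of all probe sets, centred and not scaled, sums up such changes over the whole array. PC1 held 34.0% of the variance and PC2 16.1%, followed by 13.9% and 8.39% for the next components. On PC2, the EBs of day 4 lay apart from the other days, with means of −57.5 ± 9.74 for wt, −38.4 ± 5.70 for *Dnmt1-/-* and −21.7 ± 5.18 for TKO (mean ± SD, n = 2). The EBs of day 16 lay at positive PC2 values in all 3 genotypes, 27.4 ± 17.3 in wt, 28.1 ± 4.63 in *Dnmt1-/-* and 30.7 ± 17.4 in TKO. Genes of the primitive streak, such as *Eomes* and *Mixl1*, were called higher by day 4 and lower again by day 16 in these EBs. The fall of *Mixl1* lost its call without single arrays in every genotype. That of *Eomes* did so in *Dnmt1-/-* and TKO EBs but not in wt EBs.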

Principal component analysis (PCA) showed that data points segregate according to day of differentiation and genotype (Fig. 3A). 

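The circuit that keeps ESCs undifferentiated includes *Sox2*, *Esrrb*, *Klf4* and *Zfp42*, and loss of DNA methylation leaves ESCs able to self-renew. Between the means of the ESC groups, Euclidean distances over the log2 signals of all probe sets were 58.5 for wt and *Dnmt1-/-*, 63.1 for wt and TKO and 46.5 for *Dnmt1-/-* and TKO, against 100.5 between wt ESCs and wt EBs of day 4. The 2 single arrays of an ESC group lay 66.9 to 78.9 apart. Single arrays vary more than means of 2 arrays, so these distances do not show that the lines differed less than replicates. Of 36 core pluripotency genes, limma called 0 in *Dnmt1-/-* ESCs and 0 in TKO ESCs against wt, also when adjusted over the list alone, and 1 and 2 were higher at an unadjusted p under 0.05. As a group they lay slightly higher in both mutants, with a median log2 fold change of 0.12 in *Dnmt1-/-* ESCs (camera adjusted p = 0.0038) and 0.13 in TKO ESCs (adjusted p = 0.023). With an estimated correlation these became adjusted p = 0.93 and adjusted p = 0.96. The list was written after reading the paper. *Sox2* was at 10.88 ± 0.12 in wt, 10.99 ± 0.18 in *Dnmt1-/-* and 10.86 ± 0.02 in TKO ESCs.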

The three undifferentiated ESC lines were relatively closely clustered, suggesting that their expression profiles are very similar. However, principal component 1 provided a clear differentiation signature, as it increased continuously with EB culture time. This increase was less pronounced for the knockout genotypes, reflecting a crucial contribution of DNA methylation to the control of gene expression during differentiation. 

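The fall of *Pou5f1*, whose product Oct4 sustains pluripotency, is a common measure of the exit from the ESC state. Mean positions on PC1 (± SD, n = 2) were −45.6 ± 7.29 in wt ESCs, 24.2 ± 7.53 in wt EBs of day 4 and 81.2 ± 2.21 in wt EBs of day 16. *Dnmt1-/-* cells moved from −56.6 ± 3.30 through 12.5 ± 11.8 to 48.8 ± 2.45. TKO cells moved from −57.6 ± 2.44 to −9.72 ± 2.04 and then to 2.78 ± 12.9, where the step from day 4 to day 16 is no larger than the spread of the 2 arrays of day 16. Over the same days *Pou5f1* signals went from 11.46 ± 0.16 through 8.82 ± 0.43 to 7.14 ± 0.43 in wt and from 11.40 ± 0.19 through 9.74 ± 1.20 to 9.32 ± 0.30 in *Dnmt1-/-*. In TKO cells they were 11.55 ± 0.13, 11.37 ± 0.08 and 10.53 ± 0.03. Between day 0 and day 16, *Pou5f1* fell by 4.32 on the log2 scale in wt (limma adjusted p = 1.3e-05) and by 2.08 in *Dnmt1-/-* (adjusted p = 0.0042), and its change in TKO, −1.01, was not called (adjusted p = 0.22).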

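Mature EBs contain cells with features of liver, connective tissue and vessels, and markers of these cells show how far a culture has come. Measured from its own ESCs, the rise of the *Dnmt1-/-* mean on PC1 was 99.1% of the wt rise by day 4 and 83.2% by day 16, and taken within replicates 1 and 2 these values had an SD of 22.0 and 5.58. The rise of TKO EBs was 68.6% and 47.6% of it (SD 6.18 and 15.7). Without wt EB replicate 1 of day 4, the TKO value of that day was 75.0%. Between day 0 and day 16, limma called 3831 probe sets in wt (2192 higher, 1639 lower), 2450 in *Dnmt1-/-* (1703 higher, 747 lower) and 887 in TKO (663 higher, 224 lower). At day 16, *Tet1*, which encodes an enzyme that oxidizes 5-methylcytosine and is high in ESCs, was 2.02 higher in TKO than in wt EBs on the log2 scale (SE 0.23, adjusted p = 9.2e-05). *Nanog*, a further gene of the pluripotency circuit, was 2.92 higher (SE 0.47, adjusted p = 0.0011).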

At both differentiation time points *Dnmt1^−/−^* EBs were at an intermediate distance along the median line between TKO and wt EBs, again emphasizing the less severe phenotype of *Dnmt1^−/−^* EBs compared to TKO EBs.

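*Igf2*, an imprinted growth factor gene that embryonic mesoderm and endoderm express strongly, and *Utf1*, a chromatin gene of undifferentiated cells, move in opposite directions when ESCs differentiate. At day 4, *Igf2* signals were 10.72 ± 0.12 in wt, 8.02 ± 0.94 in *Dnmt1-/-* and 6.23 ± 0.20 in TKO EBs (mean ± SD, n = 2). At day 16, they were 11.99 ± 0.21, 10.74 ± 0.05 and 6.85 ± 0.20. Because *Igf2* is imprinted, its signals alone do not show how far these cells had differentiated. *Utf1* had the opposite order at day 16, with 7.30 ± 0.13 in wt, 9.72 ± 0.01 in *Dnmt1-/-* and 11.04 ± 0.14 in TKO EBs. By Euclidean distance between group means over all probe sets, *Dnmt1-/-* EBs lay 73.3 from wt and 63.5 from TKO at day 4, and wt and TKO lay 92.6 apart. At day 16, the distances were 94.6, 71.9 and 117. Compared with wt EBs of the same day, limma called 262 probe sets in *Dnmt1-/-* EBs at day 4 (253 higher, 9 lower) and 1027 at day 16 (544 higher, 483 lower). The counts for TKO EBs were 1036 (750 higher, 286 lower) and 2072 (854 higher, 1218 lower).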

**Figure 3:**
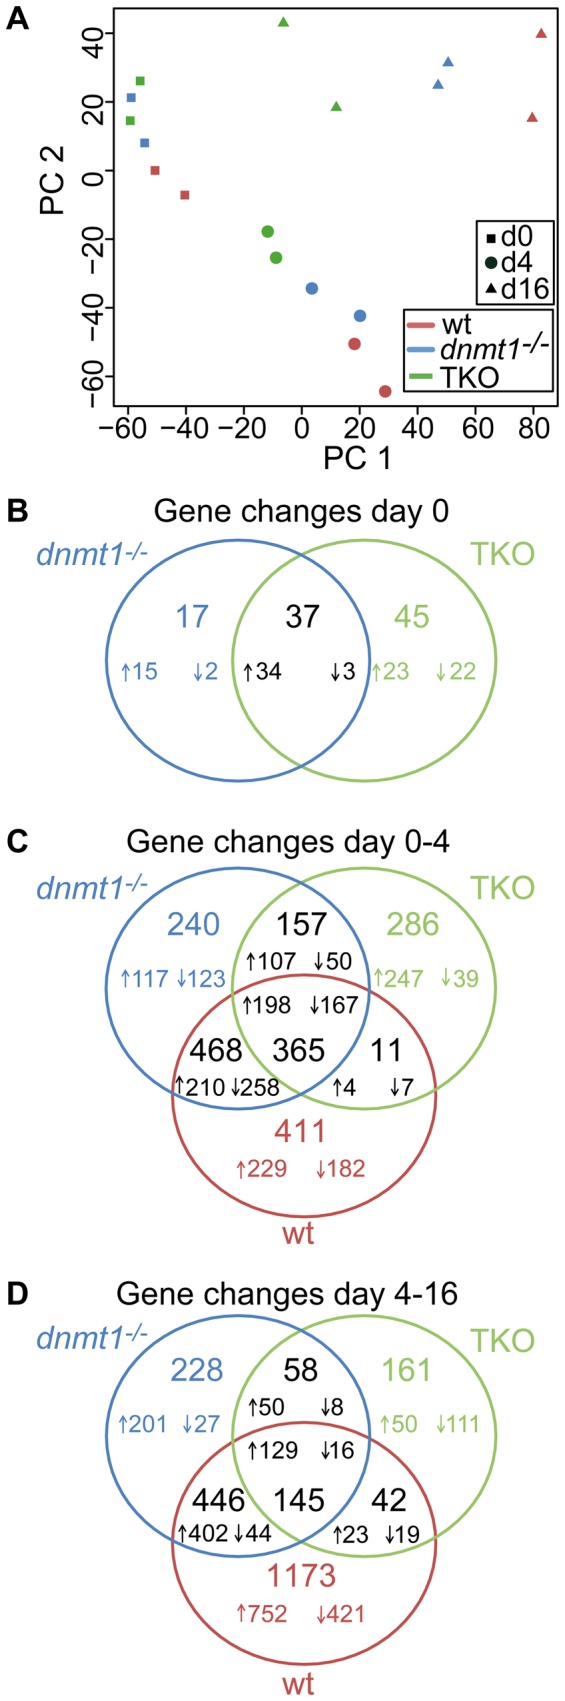
Genome-wide expression analysis of wt, *Dnmt1^−/−^* and TKO ESCs during differentiation as EBs. RNA samples from undifferentiated ESCs and respective EBs at day 4 and 16 of differentiation were subjected to microarray expression analysis. A) Two dimensional principal component analysis of independent biological duplicates per cell line per time point. B) Venn diagram of differentially expressed genes in *Dnmt1^−/−^* (blue circles) and TKO (green circles) ESCs with respect to wt ESCs. (C, D) Venn diagram of gene changes occurring between day 0–4 (C) and day 4–16 (D) in knockout and wt (red circles) EBs. Gene changes occurring during the two differentiation intervals in wt and mutant EBs were determined and compared. Larger numbers indicate total numbers of gene changes, whereas smaller numbers refer to up- (↑) and down- (↓) regulated genes in the respective sectors. Data were averaged from independent biological duplicates.

Using a two-fold cutoff and false discovery rate below 5%, we determined gene expression changes in undifferentiated *Dnmt1^−/−^* and TKO ESCs relative to wt ESC lines (Fig. 3B). In addition, we measured gene expression changes for each genotype between the undifferentiated ESC state and day 4 EBs (Fig. 3C), as well as between day 4 and day 16 EBs (Fig. 3D). Differentially expressed genes and their expression fold change are listed in Table S5 (d0), S6 (d0–4) and S7 (d4–16). 

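DNA methylation holds a small set of germ cell genes silent in ESCs. *Smc1b*, a cohesin subunit of meiosis, and *Gtsf1*, a piRNA pathway gene, are among them. *Efhc2*, an X-linked gene for an axoneme protein of cilia and flagella, had the largest rise among probe sets of a single gene named here, 3.44 on the log2 scale in *Dnmt1-/-* ESCs (SE 0.19, adjusted p = 1.7e-06) and 3.58 in TKO ESCs (SE 0.19, adjusted p = 8.9e-07). Against wt ESCs, limma called 126 probe sets in *Dnmt1-/-* ESCs, 120 higher and 6 lower, which hold 42 genes, and 108 in TKO ESCs, 76 higher and 32 lower, with 71 genes. At an unadjusted p under 0.05 there were 2070 and 3099. Without wt ESC replicate 1, the calls were 25 and 48, without wt ESC replicate 2 the *Dnmt1-/-* count was 57, without *Dnmt1-/-* ESC replicate 1 it was 34, and without TKO ESC replicate 1 the TKO count was 43. A false discovery rate taken over all comparisons together gave 193 and 273, with 143 in both. The TKO count was also higher in a fit that took the replicate number into account.

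The mutants shared 49 called probe sets, 46 higher and 3 lower. Independent lists of these sizes would share 0.257 higher and 0.00541 lower. The mutants are compared with the same wt arrays, and in simulated data without a genotype effect their fold changes correlated across probe sets with r = 0.500 from that alone, against 0.708 here, with a covariance of 0.0397 against 0.0733, a difference of 0.0336. Part of the overlap may therefore come from the wt arrays. The simulated groups shared 0 calls by limma, but hardly any call is made in them, so this sets no bound on that part. The shared count was 23 without wt ESC replicate 1, 21 without *Dnmt1-/-* ESC replicate 1 and 32 without TKO ESC replicate 1. *Slc5a4b*, a sodium-glucose cotransporter relative, rose by 1.92 in *Dnmt1-/-* ESCs (SE 0.21, adjusted p = 0.0019), and *Wfdc15a*, a protease inhibitor gene, by 1.85 (SE 0.16, adjusted p = 9.5e-05).

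Compared directly with *Dnmt1-/-* ESCs, TKO ESCs had 2 called probe sets, both lower, and 1221 at an unadjusted p under 0.05. *Sema6a*, which encodes an axon guidance protein, was lower in TKO than in wt ESCs by −2.38 (SE 0.26, adjusted p = 0.0013), and *Dnmt3b*, which is mutated there, by −2.52 (SE 0.24, adjusted p = 0.00038). *Tagln*, *Thbs1* and *Ccn1*, genes of stromal and contractile cells, were the called members of a list of 28 fibroblast genes, all lower in TKO ESCs, with 4 lower when adjusted over the list alone (camera adjusted p = 0.0092). With an estimated correlation the list had an adjusted p = 0.53. *Tagln*, *Thbs1* and *Ccn1* also stand in the paper's Table S5, so these counts are not independent of it. *Thbs1* and *Ccn1* lost their calls without wt ESC replicate 1, TKO ESC replicate 1 or TKO ESC replicate 2, with log2 changes of −2.61 and −2.14 on all arrays, and *Tagln*, at −2.29, without the first 2 of these. In *Dnmt1-/-* ESCs, limma called 0 of these genes, with 3 lower when adjusted over the list alone and 5 at an unadjusted p under 0.05 (camera adjusted p = 0.00077, and adjusted p = 0.43 with an estimated correlation).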

As suggested by PCA, very few genes showed altered expression in undifferentiated hypomethylated ESCs (*Dnmt1^−/−^* 54, TKO 82). As DNA methylation is mostly considered to be involved in gene silencing [53], we reasoned that decreased expression in hypomethylated ESCs/EBs is most likely due to indirect effects. Therefore, we focused most of our analyses on upregulated genes in mutant ESCs/EBs. Gene ontology (GO) enrichment analysis of the 57 genes upregulated in TKO ESCs revealed categories involved in reproductive processes like oogenesis and spermatogenesis (Fig. S2A). In contrast, no enriched category could be identified for the 49 genes upregulated in *Dnmt1^−/−^* ESCs. However, in both mutant ESC lines, disregulated genes were frequently located on the X chromosome (*Dnmt1^−/−^* 13.1%; TKO 40.4%) and in *Dnmt1^−/−^* ESCs also on the Y chromosome (13.3%). Furthermore, in both mutant ESC lines about 60% of the upregulated transcripts are known to exhibit testis specific expression. These data are consistent with previous results from Fouse *et al.* [54], where a Dnmt3 DKO ESC line with constitutive knockdown of Dnmt1 was analyzed. 

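Germ cells use meiotic genes such as *Smc1b*, regulators such as *Ctcfl*, the testis relative of CTCF, and *Scml2*, an X-linked Polycomb gene of spermatogonia, that most somatic cells keep methylated. Of 47 genes of the germ line and of genome defence, 13 were called higher in TKO ESCs (20 when adjusted over the list alone) and 0 lower. The list was written after reading the paper and its Tables S5 to S7, which come from these arrays, so these counts restate part of that choice and no test of the group is given. *Smc1b* rose by 2.47 on the log2 scale (SE 0.26, limma adjusted p = 0.00078), *Scml2* by 2.16 (SE 0.26, adjusted p = 0.0023), *Ctcfl* by 1.99 (SE 0.19, adjusted p = 0.00043) and *Gtsf1* by 1.59 (SE 0.20, adjusted p = 0.0031). *Dazl*, which encodes an RNA-binding protein of germ cells, rose by 2.39 (SE 0.31, adjusted p = 0.0035), a call that was lost without TKO ESC replicate 1. *Olfr307*, an olfactory receptor gene, rose by 2.17 (SE 0.26, adjusted p = 0.0023), and *1700013H16Rik*, an uncharacterized gene, by 1.81 (SE 0.22, adjusted p = 0.0023). Among 22 genes of the formative and primed epiblast, 4 were called lower, *Krt18*, *Sox4* and the *Dnmt3a* and *Dnmt3b* that are mutated in TKO cells (5 when adjusted over the list alone, camera adjusted p = 4.8e-07, and adjusted p = 0.31 with an estimated correlation). Over the 20 other genes, a restriction chosen after the data were seen, 2 were lower (3 when adjusted over the list alone, camera adjusted p = 0.00037, and adjusted p = 0.53 with an estimated correlation). Of the 4 calls, *Dnmt3a* was lost without wt ESC replicate 2 or TKO ESC replicate 1, *Krt18* without wt ESC replicate 1 or either TKO ESC array, and *Sox4* without any one of the 4 arrays. The changes of these 3 genes on all arrays were −1.62, −2.46 and −1.0. All 4 called genes also stand in the paper's Table S5, so the epiblast counts are not independent of it.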

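*Stk31*, *Dazl* and *Smc1b* belong to the germ cell program that methylation keeps silent outside the germ line. In *Dnmt1-/-* ESCs, 7 of the 47 germ line genes were called higher and 0 lower, and 11 higher when adjusted over the list alone. The choice of the list with Table S5 in view limits these counts too. *Smc1b* rose by 2.27 on the log2 scale (SE 0.26, limma adjusted p = 0.0022) and *Gtsf1* by 1.67 (SE 0.20, adjusted p = 0.0029). *Olfr307* was higher by 2.51 (SE 0.26, adjusted p = 0.00091). Several calls rested on single arrays. *Dazl*, at 2.01, lost its call without any one of the 4 ESC arrays compared, and *Stk31*, at 1.69, and *Scml2*, at 1.64, lost theirs without wt ESC replicate 1, wt ESC replicate 2 or *Dnmt1-/-* ESC replicate 1. Of the 126 called probe sets, 68 carry no gene symbol, against 23 of the 108 in TKO ESCs.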

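The mouse X chromosome carries several multicopy gene families that are expressed in the testis, among them *Xlr*, *Magea* and *Rhox*. The Y chromosome carries few genes besides spermatogenesis genes and partners of X-linked housekeeping genes. Among the called genes with a chromosome, 12 of 41 in *Dnmt1-/-* ESCs lie on the X (29.3%, Fisher's exact p = 2.5e-08) and 20 of 71 in TKO ESCs (28.2%, Fisher's exact p = 1.2e-12). Of all 20478 measured genes, 782 do (3.82%). Among genes called higher, the shares were 12 of 36 (33.3%, Fisher's exact p = 4.8e-09) and 17 of 47 (36.2%, Fisher's exact p = 6.2e-13). Without wt ESC replicate 1 the *Dnmt1-/-* share was 46.2%, and without wt ESC replicate 2 it was 18.8%.

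On the Y chromosome lie 14 measured genes, and 4 of the 41 genes called in *Dnmt1-/-* ESCs are among them (9.76%, Fisher's exact p = 1.4e-08), and 0 of the 71 called in TKO ESCs with limma. These are *Zfy1*, a zinc-finger gene, which rose by 1.94 on the log2 scale, *Uba1y*, for a ubiquitin-activating enzyme, by 1.53, *Usp9y*, for a ubiquitin protease, by 1.39, and *Kdm5d*, for a histone demethylase, by 1.04. Without wt ESC replicate 1, none of these calls was made and the Y share was 0. *Zfy1* also lost its call without wt ESC replicate 2 or *Dnmt1-/-* ESC replicate 1, *Uba1y* without *Dnmt1-/-* ESC replicate 1, *Usp9y* without wt ESC replicate 2 or *Dnmt1-/-* ESC replicate 2, and *Kdm5d* without any other of the 4 arrays. In a list of 8 Y-linked genes, TKO ESCs had 0 limma calls but 1 when adjusted over the list alone and 4 at an unadjusted p under 0.05, all higher (camera adjusted p = 8.6e-05).

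The *Xlr* family, whose proteins bind meiotic chromatin, stood out in both mutants. Of its 9 probe sets, 8 were called higher in *Dnmt1-/-* and 8 in TKO ESCs, with median log2 changes of 3.36 and 3.32 and largest changes of 5.05 and 5.21. Of 10 *Magea* probe sets, for antigens shared by testis and tumors, 1 was called in *Dnmt1-/-* ESCs, at 1.42, and 5 in TKO ESCs, where the largest change was 2.42. Of 8 *Rhox* probe sets, for homeobox genes of the reproductive tract and placenta, 0 were called in *Dnmt1-/-* ESCs with limma and 1 in TKO ESCs, at 1.25. A list of 19 X-linked testis genes, written with the paper's tables of these arrays in view and so not tested as a group, had 3 calls in *Dnmt1-/-* ESCs, all higher (5 when adjusted over the list alone), and 7 in TKO ESCs (9).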

Surprisingly though, only 60 out of 274 genes that we identified as differentially expressed in TKO ESCs were found disregulated also in the previous study. This may at least in part be due to the less stringent cutoff criteria used in Fouse *et al.* as when we compared the GO terms associated with disregulated genes, we found a more substantial overlap between the two studies (Fig. S2B).

In the first differentiation period (d0–4) changes in transcript levels were observed for approximately the same number of genes in wt (1255) and *Dnmt1^−/−^* EBs (1230), two thirds of which (833) changed expression concordantly in the two EB populations. In comparison, total gene expression changes in TKO EBs were roughly two thirds (819) of those in wt EBs, but the concerted changes (376) were only one third of them (Fig. 3C and D). 

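Within 4 days without LIF, wt ESCs leave pluripotency and form cells that resemble the primitive streak, early mesoderm and endoderm. *Kdr*, the VEGF receptor of blood and endothelial progenitors, *Pdgfra*, a receptor of mesoderm, and *Gata4*, a transcription factor of endoderm and heart, mark these cells. In wt, limma called 1601 probe sets between day 0 and day 4, 863 higher and 738 lower, with 1201 genes. In *Dnmt1-/-* cells it called 1636, 908 higher and 728 lower, with 1184 genes. Both called 1004 in the same direction, 499 higher and 505 lower, with 802 genes, and 0 in opposite directions. Calls distributed at random would have shared 22.1 higher and 15.1 lower. *Kdr* rose by 4.12 on the log2 scale in wt (SE 0.36, adjusted p = 2.8e-05) and by 4.24 in *Dnmt1-/-* cells (SE 0.36, adjusted p = 4.7e-05), *Pdgfra* by 3.78 (SE 0.29, adjusted p = 1.4e-05) and 4.24 (SE 0.29, adjusted p = 1.1e-05), and *Gata4* by 2.19 (SE 0.26, adjusted p = 0.00021) and 2.67 (SE 0.26, adjusted p = 9.3e-05). *Nrp1*, a co-receptor for VEGF and semaphorins, rose by 5.31 in wt (SE 0.45, adjusted p = 2.3e-05), and *Asb4*, a ubiquitin ligase gene of vascular progenitors, by 5.58 in *Dnmt1-/-* cells (SE 0.34, adjusted p = 1.1e-05). The change itself differed between *Dnmt1-/-* and wt for 0 probe sets with limma, and for 1457 at an unadjusted p under 0.05. Without wt ESC replicate 2 there was 1 such call, without wt EB replicate 1 of day 4 there were 58, and without *Dnmt1-/-* EB replicate 2 of day 4 there were 13. With a false discovery rate over all comparisons there were 169. A fit that also took the replicate number into account gave calls too, with counts given under the dependence on processing. A fit of only the arrays compared called 1022 in *Dnmt1-/-* cells, 528 of them shared with wt.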

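In the embryo, epiblast cells pass through a formative and then a primed state, marked by *Fgf5*, a growth factor gene, and *Otx2*, a homeobox gene, before they take on germ layer fates. In TKO cells, limma called 1126 probe sets between day 0 and day 4, 807 higher and 319 lower, with 808 genes, and 460 shared their direction with wt, 257 higher and 203 lower, with 357 genes. Without TKO ESC replicate 1 these counts were 746 and 285, and without TKO EB replicate 1 of day 4 they were 615 and 245. Of 469 probe sets called in both wt and TKO, 9 moved in opposite directions. Of 22 genes of the formative and primed epiblast, 11 were called higher in TKO cells (11 when adjusted over the list alone, camera adjusted p = 2.3e-06, and adjusted p = 0.22 with an estimated correlation). Without the mutated *Dnmt3a* and *Dnmt3b*, left out after the data were seen, they were 10 of 20 (camera adjusted p = 2.3e-06, and adjusted p = 0.22 with an estimated correlation). *Fgf5* rose by 4.03 on the log2 scale (SE 0.45, adjusted p = 0.00041) and *Krt18*, a keratin gene of simple epithelia, by 2.69 (SE 0.46, adjusted p = 0.0043). *Has2*, for a hyaluronan synthase, rose by 4.44 (SE 0.44, adjusted p = 0.0003), *Amot*, for a junction protein that restrains YAP, by 3.84 (SE 0.27, adjusted p = 5.7e-05), and *Cdh2*, for N-cadherin, by 2.47 (SE 0.38, adjusted p = 0.0022).

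The change differed between TKO and wt for 491 probe sets, 379 more positive and 112 more negative in TKO, with 363 genes. *Foxf1*, a gene of lateral mesoderm, rose by 3.60 in wt (SE 0.19, adjusted p = 1.9e-06) and had a difference of −3.73 (SE 0.27, adjusted p = 0.00022), and *Igf2* had a difference of −3.83 (SE 0.45, adjusted p = 0.0036). The formative epiblast list had 9 positive differences (12 when adjusted over the list alone, camera adjusted p = 1.3e-14, and adjusted p = 0.18 with an estimated correlation). Without the mutated genes it had 8 of 20 (12 when adjusted over the list alone, camera adjusted p = 4.5e-13, and adjusted p = 0.18 with an estimated correlation). The count of 491 was 156 or 299 without a wt ESC array, 283 or 307 without a wt EB array, 157 without either TKO ESC array, and 225 or 131 without a TKO EB array, in each case replicates 1 and 2 in this order, and 302 in a fit of only the arrays compared. It was higher in a fit that also took the replicate number into account. *Enpp3*, an ectoenzyme gene, had a difference of 3.96 (SE 0.49, adjusted p = 0.0046) and *Sfrp2*, for a secreted Wnt inhibitor, of 2.19 (SE 0.33, adjusted p = 0.0078).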

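Between day 4 and day 16, EBs form beating cardiac muscle, connective tissue and endoderm that makes plasma proteins. Decorin (*Dcn*) and lumican (*Lum*) are proteoglycans of connective tissue, and *Actc1*, *Tnnt2* and *Myh6* encode proteins of the cardiac sarcomere. In wt EBs, limma called 2083 probe sets, 1398 higher and 685 lower, with 1715 genes, in *Dnmt1-/-* EBs 959, 848 higher and 111 lower, with 836 genes, and in TKO EBs 501, 282 higher and 219 lower, with 381 genes. Without *Dnmt1-/-* EB replicate 1 of day 16, the *Dnmt1-/-* count was 565. The TKO count was 148 or 239 without TKO EB replicate 1 or 2 of day 4, and 216 without replicate 2 of day 16. Fits of only the arrays compared gave 1230, 384 and 165.

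Of 28 fibroblast genes, 21 rose in wt, 12 in *Dnmt1-/-* and 0 in TKO EBs (22, 15 and 0 when adjusted over the list alone), and in TKO 7 were higher at an unadjusted p under 0.05. As a group they rose in each genotype, with camera adjusted p = 3.3e-23, 1.9e-17 and 0.0085, the last of which became adjusted p = 0.36 with an estimated correlation. *Lum* rose by 7.07 on the log2 scale in wt (SE 0.24, adjusted p = 9.6e-09) and by 3.80 in *Dnmt1-/-* EBs (SE 0.24, adjusted p = 3.8e-06). *Dcn* rose by 6.97 (SE 0.30, adjusted p = 5.4e-08) and 4.90 (SE 0.30, adjusted p = 3.3e-06).

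Among 35 genes of heart and smooth muscle, 23 rose and 1 fell in wt, 14 rose in *Dnmt1-/-* and 3 in TKO EBs (23, 15 and 7 higher when adjusted over the list alone). For the whole list, camera gave adjusted p = 3.9e-18, 4.2e-17 and 9.6e-09. *Actc1* rose by 5.01 in wt (SE 0.44, adjusted p = 1.1e-05) and by 3.88 in *Dnmt1-/-* EBs (SE 0.44, adjusted p = 0.00023). *Myl4*, for a myosin light chain of the atria, rose by 1.62 in TKO EBs (SE 0.18, adjusted p = 0.0011).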

Importantly, in the second differentiation period (d4–16) the expression levels of 1808 genes changed in wt EBs, while roughly half (879) and one fifth (406) of expression changes were detected in *Dnmt1^−/−^* and TKO EBs, respectively. 

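When EBs mature, streak genes such as *Eomes* and *Lhx1* fall again, and the fast ESC cell cycle slows, with lower *Bub1*, a mitotic checkpoint kinase, and *Cdc6*, a factor that licenses DNA replication. Of the changes in wt EBs between day 4 and day 16, limma called 631 probe sets in the same direction in *Dnmt1-/-* EBs, 561 higher and 70 lower, with 567 genes, and 0 in the opposite direction. Calls distributed at random would have shared 33.4 higher and 2.14 lower. TKO EBs shared 186, 147 higher and 39 lower, with 172 genes, against 11.1 and 4.22 at random, and 10 of the 196 called in both wt and TKO moved in opposite directions. Without *Dnmt1-/-* EB replicate 1 of day 16, *Dnmt1-/-* shared 385. TKO EBs shared 66 or 96 without TKO EB replicate 1 or 2 of day 4, and 106 or 104 without replicate 1 or 2 of day 16. With only the arrays compared in the fit, 221 and 68 were shared.

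*Eomes* fell in wt by 3.34 on the log2 scale (SE 0.57, adjusted p = 0.0017). Of 27 genes of the primitive streak and early mesoderm, 10 fell in wt, 9 in *Dnmt1-/-* and 2 in TKO EBs, where 1 rose (11, 11 and 6 lower when adjusted over the list alone). Tested as a group, the streak genes had camera adjusted p = 1e-05, 4.8e-10 and 0.011, and with an estimated correlation the wt list had an adjusted p = 0.092 and the TKO list an adjusted p = 0.36. Of 34 cell cycle genes, 13 fell in wt (13 when adjusted over the list alone), 0 in *Dnmt1-/-* and 0 in TKO EBs with limma, and at an unadjusted p under 0.05 all 34, 20 and 10 were lower. *Bub1* fell by 1.39 in wt (SE 0.24, adjusted p = 0.0018) and *Cdc6* by 1.23 (SE 0.22, adjusted p = 0.0024). As a group these genes fell in every genotype, with medians of −0.96, −0.44 and −0.19 and camera adjusted p = 4.9e-18, 7e-10 and 0.00015. With an estimated correlation these became adjusted p = 0.053, adjusted p = 0.11 and adjusted p = 0.36.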

With respect to the expression changes in wt EBs one third (593) and only one tenth (187) were actually concordant in *Dnmt1^−/−^* and TKO EBs, respectively. The initial high proportions of concomitant gene expression changes in mutant and wt EBs suggest that hypomethylated cells can activate differentiation programs to substantial extents. However, the further decrease of concordant gene expression changes seen between day 4 and 16 suggests that progression of differentiation programs in mutant EBs was impaired. This was particularly pronounced in TKO EBs, indicating that the presence of Dnmt3 proteins allows hypomethylated *Dnmt1^−/−^* EBs to execute differentiation programs to an extent that is more similar to that of wt EBs.

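Blood and endothelium arise together from *Kdr*-positive mesoderm, in which *Etv2* starts the vascular program, *Lmo2* bridges blood transcription factors and *Flt1* encodes a VEGF receptor. Of 32 genes of blood and endothelium, 6 rose and 1 fell in wt between day 0 and day 4, and 8 rose in *Dnmt1-/-* and 8 in TKO cells (6, 9 and 8 higher when adjusted over the list alone). As a group, blood and endothelial genes had camera adjusted p = 0.0027, 5e-07 and 2.9e-06, with adjusted p = 0.42, 0.13 and 0.22 with an estimated correlation. *Flt1* rose by 2.38 in TKO cells on the log2 scale (SE 0.26, adjusted p = 0.0004) and *Etv2* by 2.15 (SE 0.31, adjusted p = 0.0016). *Ets1*, a further factor of this lineage, rose by 1.93 in wt (SE 0.29, adjusted p = 0.0013) and by 2.10 in *Dnmt1-/-* cells (SE 0.29, adjusted p = 0.00068). *Lmo2* rose by 2.03 in wt (SE 0.28, adjusted p = 0.00064).

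Of the wt changes, the share called in the same direction was 62.7% in *Dnmt1-/-* and 28.7% in TKO cells. Irrespective of a call, 97.3% of the probe sets that changed in wt moved in the wt direction in *Dnmt1-/-* and 86.9% in TKO cells. The median ratio of their change to the wt change, from the group means, was 0.829 in *Dnmt1-/-* cells (0.742 and 0.906 within replicates 1 and 2) and 0.443 in TKO cells (0.510 and 0.388).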

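Hematopoietic and vascular cells of later EBs express *Cd34*, a sialomucin of progenitors, and *Csf1r*, the receptor that macrophages depend on. Cells with fibroblast features deposit collagen III, the product of *Col3a1*. Between day 4 and day 16, 30.3% of the wt calls were also called in *Dnmt1-/-* EBs and 8.93% in TKO EBs, and 94.8% and 79.1% of the wt changes had the wt direction there. The median ratio to the wt change, from the group means, was 0.513 in *Dnmt1-/-* EBs (0.595 and 0.451 within replicates 1 and 2) and 0.235 in TKO EBs (0.251 and 0.207). Without wt EB replicate 2 of day 4 or of day 16, the TKO ratio was 0.191 or 0.176, and no array left out raised it above 0.248.

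The change in *Dnmt1-/-* EBs differed from the wt change for 314 probe sets, 89 more positive and 225 more negative, with 279 genes. This count was 142 or 193 without wt EB replicate 1 or 2 of day 4, and 162 or 177 without *Dnmt1-/-* EB replicate 1 or 2 of day 16. A fit of only the arrays compared gave 33, and a false discovery rate over all comparisons 496. *Col3a1*, with a difference of −2.25 on the log2 scale (SE 0.32, adjusted p = 0.0057), and *Lum*, with −3.26 (SE 0.35, adjusted p = 0.00084), were among 8 of 28 fibroblast genes with a more negative change (12 when adjusted over the list alone, camera adjusted p = 2.3e-16). *Cd34* differed by −2.15 (SE 0.31, adjusted p = 0.0054), *Alcam*, for an adhesion molecule, by −2.77 (SE 0.21, adjusted p = 8.6e-05) and *Ccl3*, for a chemokine of myeloid cells, by −4.30 (SE 0.42, adjusted p = 0.00058). *Cpt1a*, for the enzyme that admits fatty acids to mitochondria, differed by −2.18 (SE 0.33, adjusted p = 0.0075). In the other direction, *Grb10*, an imprinted growth inhibitor gene, differed by 2.33 (SE 0.24, adjusted p = 0.00081) and *Lin28a*, for an RNA-binding protein of stem cells, by 2.10 (SE 0.26, adjusted p = 0.0022).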

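The paper proposes from the high shares of concordant changes at first that hypomethylated cells can activate differentiation programs. From the lower shares between day 4 and day 16 it proposes that progression was impaired, most in TKO EBs, and that the Dnmt3 proteins allow *Dnmt1-/-* EBs to go further. *Dcn* and *Lum*, *Vcam1*, an adhesion molecule of stroma and vessels, and *Plagl1*, an imprinted zinc-finger gene of mesenchyme, are among the genes in which the TKO change fell short of the wt change. For 1028 probe sets the change between day 4 and day 16 differed between TKO and wt, 234 more positive and 794 more negative, with 884 genes. Without wt EB replicate 1 of day 4 the count was 682, without TKO EB replicate 1 or 2 of day 4 it was 612 or 619, and without TKO EB replicate 2 of day 16 it was 679. With only the arrays compared in the fit it was 475. *Dcn* differed by −6.97 on the log2 scale (SE 0.42, adjusted p = 6.8e-06), *Lum* by −6.41 (SE 0.35, adjusted p = 2.7e-06), *Plagl1* by −5.69 (SE 0.43, adjusted p = 2.3e-05) and *Vcam1* by −3.15 (SE 0.29, adjusted p = 8.8e-05).

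Of 53 adhesion genes, 18 had a more negative change in TKO EBs (24 when adjusted over the list alone, camera adjusted p = 2.5e-19), of 28 fibroblast genes 13 (19, adjusted p = 5.2e-24), and of 35 genes of heart and smooth muscle 10 (14, adjusted p = 2.7e-11). *Tnnt2*, for cardiac troponin T, differed by −2.34 (SE 0.24, adjusted p = 0.0002) and *Myh6*, for the atrial myosin heavy chain, by −3.02 (SE 0.40, adjusted p = 0.0011). Compared directly, the TKO and *Dnmt1-/-* changes differed for 58 probe sets, 2 more positive and 56 more negative in TKO, with 54 genes, and for 11 between day 0 and day 4, 5 more positive and 6 more negative.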

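*Tet1* and *Klf4*, high in ESCs, and *Kdr* and *Eomes*, genes of early mesoderm, changed in all 3 genotypes between day 0 and day 4. In all, 438 probe sets did so in the same direction, 238 higher and 200 lower, and they hold 349 genes, 190 higher and 159 lower. The count was 267 without TKO ESC replicate 1 and 230 without TKO EB replicate 1 of day 4, and 265 in fits of only the arrays compared. *Tet1* fell by 2.32 on the log2 scale in wt (SE 0.23, limma adjusted p = 6.7e-05), by 2.68 in *Dnmt1-/-* (SE 0.23, adjusted p = 5.3e-05) and by 1.62 in TKO cells (SE 0.23, adjusted p = 0.0014). *Cdh11*, for a cadherin of mesenchyme, rose by 5.18 in wt (SE 0.27, adjusted p = 1.9e-06), 4.06 in *Dnmt1-/-* (SE 0.27, adjusted p = 1.1e-05) and 2.11 in TKO cells (SE 0.27, adjusted p = 0.00076).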

After the first four days of differentiation 365 genes showed similar expression changes in wt and mutant EBs (Fig. 3C). 

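Gastrulation starts when epiblast cells of the primitive streak switch on *Eomes* and *Mixl1*, lose epithelial contacts under *Snai1* and become mesoderm that expresses *Kdr*, *Pdgfra* and *Tbx20*. These 6 genes, of 27 of the primitive streak and early mesoderm, rose in all 3 genotypes. By genotype, 12 of the 27 rose in wt, 12 in *Dnmt1-/-* and 7 in TKO cells (12, 17 and 9 when adjusted over the list alone). The camera adjusted p was 1.6e-09, 4.8e-14 and 0.0002, with adjusted p = 0.051 in wt and adjusted p = 0.22 in TKO cells with an estimated correlation. *Eomes* rose by 3.75 on the log2 scale in *Dnmt1-/-* (SE 0.57, adjusted p = 0.0012) and by 4.27 in TKO cells (SE 0.57, adjusted p = 0.00088). In wt it rose by 2.75 (SE 0.57, adjusted p = 0.0084), a call lost without replicate 2 of the wt ESCs or EBs. *Tbx20*, a T-box gene of cardiac mesoderm, rose by 3.26 in wt (SE 0.38, adjusted p = 0.00021) and by 3.64 in *Dnmt1-/-* cells (SE 0.38, adjusted p = 0.00014), and *Kdr* by 3.41 in TKO cells (SE 0.36, adjusted p = 0.00033). In TKO cells *Tbx20*, at 1.92, lost its call without TKO ESC replicate 2 or either TKO EB array, and *Mixl1*, at 3.28, without replicate 1 of the TKO ESCs or EBs. *Ets1*, *Etv2*, *Flt1*, *Kdr* and *Lmo2*, 5 genes of blood and endothelium, were also higher in all 3.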

GO analysis of the 198 upregulated genes in this group revealed significant enrichment in categories related to developmental processes like anatomical structure development, system and organ development and cell differentiation (Fig. S3A). By contrast, the 167 genes that were downregulated in EBs of all three genotypes were significantly enriched in genes involved in stem cell maintenance and development as well as genes expressed in ESCs and embryonic germ cells (EGCs) (Fig. S3B and S3C). These data clearly show that all three ESC lines initiated differentiation programs by downregulating genes associated with pluripotent stem cell states and upregulating genes required for developmental processes.

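The transcription factors Esrrb, Klf4 and Nr5a2 and the enzymes Tet1 and Tet2 belong to the network of naive ESCs that is taken down when differentiation starts. Among the shared decreases were 12 of 36 core pluripotency genes, *Dppa2*, *Esrrb*, *Fbxo15*, *Fgf4*, *Gdf3*, *Klf2*, *Klf4*, *Nr5a2*, *Tcl1*, *Tet1*, *Tet2* and *Zfp42*. *Fbxo15*, an Oct4 target, fell by 5.41 on the log2 scale in wt (SE 0.52, limma adjusted p = 4.8e-05) and by 3.95 in *Dnmt1-/-* cells (SE 0.52, adjusted p = 0.00046). *Esrrb* fell by 4.11 (SE 0.38, adjusted p = 3.8e-05) and 3.58 (SE 0.38, adjusted p = 0.00014). In TKO cells *Tcl1*, an Akt coactivator gene, fell by 2.37 (SE 0.38, adjusted p = 0.003), *Tet2* by 2.22 (SE 0.33, adjusted p = 0.0017) and *Klf4* by 1.96 (SE 0.19, adjusted p = 0.0003). The TKO calls of *Esrrb*, at −1.58, and *Fbxo15*, at −2.25, were lost without either TKO ESC array or TKO EB replicate 1. For *Dppa2*, *Fgf4*, *Gdf3*, *Klf2*, *Nr5a2* and *Zfp42* in TKO cells, calls without single arrays were not analysed here.

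Germ line genes, some of which ESCs express, also fell. Of 47, 16 fell in wt, 21 in *Dnmt1-/-*, where 2 rose, and 13 in TKO cells, where 2 rose (18, 21 and 15 lower when adjusted over the list alone), and 6 were lower in all 3. The camera adjusted p was 3.7e-15, 2.8e-11 and 6.5e-09, with adjusted p = 0.051, 0.084 and 0.22 with an estimated correlation. *Syce1*, of the synaptonemal complex, fell by 1.69 in TKO cells (SE 0.28, adjusted p = 0.0032), *Ddx4*, for a germ cell helicase, by 2.28 in wt (SE 0.26, adjusted p = 0.00018) and *Mael*, of the piRNA pathway, by 2.67 in *Dnmt1-/-* cells (SE 0.39, adjusted p = 0.00088). *Smc1b*, raised in the mutant ESCs, fell by 2.39 in *Dnmt1-/-* (SE 0.26, adjusted p = 0.00016) and 2.15 in TKO cells (SE 0.26, adjusted p = 0.00053). Both the pluripotency and the germ line list were written after reading the paper and its tables of these arrays, and their counts and group tests are limited by that.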

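*Nr0b1* and *Sox2* act with Oct4 in undifferentiated cells, and *Zfp42* is a marker of the naive state that is lost early. In wt, 29 of the 36 core pluripotency genes fell and 1 rose by day 4, in *Dnmt1-/-* cells 28 fell and 1 rose, and in TKO cells 12 fell (30, 30 and 15 lower when adjusted over the list alone). Their median log2 changes were −2.52, −2.17 and −0.84, and the camera adjusted p was 1.6e-33, 6.6e-30 and 3.5e-13. With an estimated correlation these were adjusted p = 0.051, adjusted p = 0.068 and adjusted p = 0.22. *Nr0b1* fell by 5.60 on the log2 scale in wt (SE 0.44, limma adjusted p = 1.7e-05) and 4.25 in *Dnmt1-/-* cells (SE 0.44, adjusted p = 0.00013). *Zfp42* fell by 5.06 (SE 0.38, adjusted p = 1.1e-05) and 3.96 (SE 0.38, adjusted p = 9.3e-05), and *Sox2* by 3.59 (SE 0.33, adjusted p = 3.6e-05) and 2.65 (SE 0.33, adjusted p = 0.00036).

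The change differed between TKO and wt for 15 of the 36, 14 more positive and 1 more negative in TKO (21 and 1 when adjusted over the list alone, camera adjusted p = 7.8e-21, and adjusted p = 0.18 with an estimated correlation). *Nr0b1* differed by 4.36 (SE 0.63, adjusted p = 0.0075). *Pou5f1* was not called in TKO cells, with −0.18 (adjusted p = 0.88), and its difference from wt, 2.46, was not called either (adjusted p = 0.063). Compared directly at day 4, however, *Pou5f1* was called higher in TKO than in wt EBs. With single arrays left out, that log2 difference ranged from 2.24 to 2.85. *Klf4*, in contrast, was at 6.93 ± 0.05 in wt, 6.58 ± 0.22 in *Dnmt1-/-* and 6.49 ± 0.10 in TKO EBs of day 4 (mean ± SD, n = 2).

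**Figure D1:**
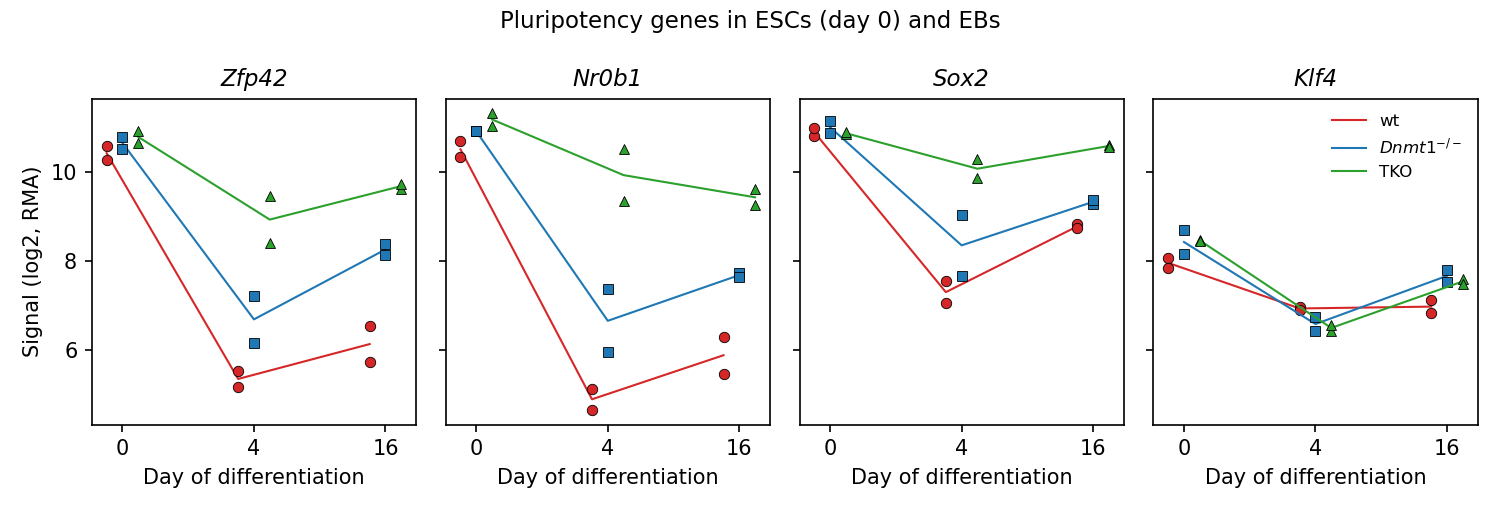
Log2 signals of *Zfp42*, *Nr0b1*, *Sox2* and *Klf4* by day in wt, *Dnmt1-/-* and TKO cells. Points are arrays and lines join the means of 2 arrays.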

### Differentiation programs progress further in *Dnmt1^−/−^* than in TKO EBs

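Visceral endoderm, the extraembryonic layer that feeds the early embryo, secretes alpha-fetoprotein (*Afp*), transferrin (*Trf*), retinol-binding protein (*Rbp4*) and apolipoproteins. Between day 4 and day 16, *Afp* rose by 7.45 on the log2 scale in wt (SE 0.35, adjusted p = 9e-08), 6.91 in *Dnmt1-/-* (SE 0.35, adjusted p = 5.9e-07) and 4.42 in TKO EBs (SE 0.35, adjusted p = 0.00014). *Trf* rose by 6.81 (SE 0.19, adjusted p = 3.5e-09), 6.09 (SE 0.19, adjusted p = 7.9e-09) and 4.07 (SE 0.19, adjusted p = 1.8e-06), and *Rbp4* by 6.09 in *Dnmt1-/-* (SE 0.37, adjusted p = 3.3e-06) and 4.52 in TKO EBs (SE 0.37, adjusted p = 0.00019). In all 3 genotypes limma called 149 probe sets in the same direction, 133 higher and 16 lower, with 141 genes, 126 higher and 15 lower. Without TKO EB replicate 1 or 2 of day 4 the count was 57 or 82, and without TKO EB replicate 1 or 2 of day 16 it was 83 or 91. It was 55 in fits of only the arrays compared.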

Examination of gene changes in the second period of EB differentiation (day 4–16) revealed that only 145 genes were concordantly expressed in wt, *Dnmt1^−/−^* and TKO EBs. 

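Apolipoproteins A-I, A-II and B carry lipids in blood and yolk sac, and the protein encoded by *Mttp* loads lipid onto apolipoprotein B. Of 33 lipid genes, 23 rose and 3 fell in wt, 19 rose in *Dnmt1-/-* and 7 in TKO EBs (23, 19 and 9 higher when adjusted over the list alone), with camera adjusted p = 4.8e-14, 3.1e-20 and 9.6e-09, and 6 rose in all 3. *Apoa1* rose by 5.81 on the log2 scale in wt (SE 0.31, adjusted p = 2.4e-07), 5.68 in *Dnmt1-/-* (SE 0.31, adjusted p = 1e-06) and 4.13 in TKO EBs (SE 0.31, adjusted p = 8.6e-05). *Apoa2* rose by 5.14 in *Dnmt1-/-* (SE 0.33, adjusted p = 3.8e-06) and 2.44 in TKO EBs (SE 0.33, adjusted p = 0.0029), and *Mttp* by 3.67 (SE 0.27, adjusted p = 1e-05) and 2.34 (SE 0.27, adjusted p = 0.0012).

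Among 33 genes of primitive and visceral endoderm, 20 rose and 3 fell in wt, 23 rose and 1 fell in *Dnmt1-/-*, and 10 rose in TKO EBs (20, 24 and 16 higher when adjusted over the list alone), with camera adjusted p = 1.8e-11, 2e-30 and 2.3e-17, and 9 rose in all 3. Trophoblast, which builds the placenta, expresses prolactin relatives and *Krt7*. Of 35 trophoblast genes, 10 rose and 3 fell in wt, 9 rose and 1 fell in *Dnmt1-/-*, and 12 rose and 1 fell in TKO EBs (10, 14 and 16 higher when adjusted over the list alone). The camera adjusted p was 0.00049, 1e-07 and 2.3e-17, with adjusted p = 0.25 in wt and 0.064 in *Dnmt1-/-* EBs with an estimated correlation. *Krt7*, for a keratin of trophoblast and other simple epithelia, rose by 4.01 in wt (SE 0.25, adjusted p = 9.1e-07) and 2.68 in TKO EBs (SE 0.25, adjusted p = 0.00039). *Prl7d1*, a prolactin relative, rose by 4.00 in TKO EBs (SE 0.46, adjusted p = 0.0012), *Prl2c5* by 6.99 in *Dnmt1-/-* (SE 0.86, adjusted p = 0.00039) and *Tpbpa*, a gene of the ectoplacental cone, by 5.23 in wt EBs (SE 0.51, adjusted p = 2.7e-05).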

Enriched GO categories for the 129 concerted up regulated genes in all three cell lines were involved in lipid metabolic processes and were mainly expressed in extraembryonic tissues (Fig. S4). 

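*Dnmt1-/-* cells keep Dnmt3a and Dnmt3b, which can place new methylation, and TKO cells have neither. Compared directly on the same day, limma called 301 probe sets between TKO and *Dnmt1-/-* EBs at day 4, 195 higher and 106 lower in TKO, with 256 genes, 165 higher and 91 lower. At day 16 it called 380, 46 higher and 334 lower, with 337 genes, 36 higher and 301 lower. *Dnmt3b* signals in *Dnmt1-/-* cells were 9.38 ± 0.10 as ESCs, 9.49 ± 0.50 at day 4 and 8.86 ± 0.01 at day 16, against 9.37 ± 0.47 and 7.28 ± 0.18 in wt EBs of those days (mean ± SD, n = 2). Compared with wt EBs of day 16, *Dnmt3b* was higher in *Dnmt1-/-* EBs by 1.58 on the log2 scale (SE 0.24, adjusted p = 0.0017). *Dnmt3a* was lower in TKO EBs of day 16 by −2.18 (SE 0.22, adjusted p = 3.5e-05).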

Importantly, substantially more genes were concomitantly regulated in wt and *Dnmt1^−/−^* EBs after both differentiation periods. In the first four days, in addition to the 365 genes with concordant expression changes in all three genotypes, 468 more genes were commonly regulated in wt and *Dnmt1^−/−^* EBs (Fig. 3C). 

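*Dppa3*, which protects methylation in the early embryo, and *Lefty1*, an inhibitor of Nodal, fall when ESCs differentiate, and *Sox17* and *Cdx2* come on in endoderm and in caudal mesoderm or trophoblast. Between day 0 and day 4, limma called 566 probe sets in the same direction in wt and *Dnmt1-/-* cells but not in TKO cells, 261 higher and 305 lower, with 460 genes, 213 higher and 247 lower. A further 575 were called in their direction in wt alone (345 higher, 230 lower), 371 in *Dnmt1-/-* alone (215 higher, 156 lower) and 405 in TKO alone (356 higher, 49 lower). The counts for wt and for TKO both include 9 probe sets that fell in wt and rose in TKO cells. *Lefty1* fell by 3.78 on the log2 scale in *Dnmt1-/-* cells (SE 0.35, adjusted p = 8.3e-05), and its change differed between TKO and wt by 3.38 (SE 0.50, adjusted p = 0.0075).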

From the 210 upregulated genes of this group the most highly enriched GO terms were associated with developmental processes, including cell differentiation and proliferation, tissue and organ development (Fig. S5), and Kegg pathway analysis indicated enrichment for genes involved in signaling pathways, including the Wnt and TGF-β pathways (not shown). Furthermore, the 258 genes that were commonly downregulated in day 4 wt and *Dnmt1^−/−^* EBs yielded 35 enriched GO categories including regulation of expression, metabolism and developmental processes (not shown). 

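Dkk1 and Cer1 are secreted antagonists, of Wnt and of Nodal and BMP signals, that anterior visceral endoderm makes to pattern the epiblast. *Hand1* and *Lhx1* act in early mesoderm. Among the genes higher in wt and *Dnmt1-/-* but not called in TKO cells were 6 of 33 genes of primitive and visceral endoderm, *Cer1*, *Dkk1*, *Emb*, *Gata4*, *Sox17* and *Tmprss2*, and 4 of 27 of the primitive streak and early mesoderm, *Cdx2*, *Foxf1*, *Hand1* and *Lhx1*. *Cer1* rose by 2.28 on the log2 scale in wt (SE 0.29, limma adjusted p = 0.00035) and 3.15 in *Dnmt1-/-* cells (SE 0.29, adjusted p = 7.5e-05), and *Dkk1* by 2.27 in *Dnmt1-/-* cells (SE 0.26, adjusted p = 0.00025). Over the whole endoderm list, 11 rose and 1 fell in wt, 8 rose and 2 fell in *Dnmt1-/-*, and 3 rose in TKO cells (11, 10 and 4 higher when adjusted over the list alone). The camera adjusted p was 0.00038, 1.6e-05 and 0.015, with adjusted p = 0.24, 0.13 and 0.5 with an estimated correlation.

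*Hand1* rose by 2.92 in wt (SE 0.26, adjusted p = 3.3e-05), and its change differed between TKO and wt by −2.85 (SE 0.37, adjusted p = 0.0056). *Cfc1*, for the Nodal co-receptor Cryptic, differed by −3.20 (SE 0.32, adjusted p = 0.0033). *Gata6*, an endoderm regulator, rose by 2.65 in wt (SE 0.24, adjusted p = 3.3e-05) and 2.70 in *Dnmt1-/-* cells (SE 0.24, adjusted p = 5.8e-05). In TKO cells it rose by 1.16 (SE 0.24, adjusted p = 0.012), a call lost without TKO ESC replicate 1 or either TKO EB array of day 4.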

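Oct4, Nanog and Sox2 form the core of the ESC circuit, and Sox2 and Pax6 also act in the neural plate. The decreases of wt and *Dnmt1-/-* cells that were not called in TKO cells included 16 of 36 core pluripotency genes, *Dppa3*, *Dppa4*, *Dppa5a*, *Eras*, *Jarid2*, *Klf5*, *L1td1*, *Lefty1*, *Mybl2*, *Nanog*, *Nr0b1*, *Pou5f1*, *Prdm14*, *Sox2*, *Tfcp2l1* and *Utf1*. *Utf1* fell by 4.39 on the log2 scale in wt (SE 0.31, limma adjusted p = 7.8e-06), and its change differed between TKO and wt by 3.88 (SE 0.43, adjusted p = 0.0033). *Pou5f1* fell by 2.64 in wt (SE 0.41, adjusted p = 0.0016) and 1.66 in *Dnmt1-/-* cells (SE 0.41, adjusted p = 0.023), and *Nanog* by 2.59 (SE 0.47, adjusted p = 0.0039) and 2.04 (SE 0.47, adjusted p = 0.015). In *Dnmt1-/-* cells both calls were lost without *Dnmt1-/-* ESC replicate 1 or *Dnmt1-/-* EB replicate 2 of day 4, and that of *Pou5f1* also without *Dnmt1-/-* ESC replicate 2.

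Also lower were 6 of 50 neural genes, *Elavl3*, *En2*, *Gap43*, *Ina*, *Pax6* and *Sox2*. *Ina*, for a neuronal intermediate filament, fell by 2.49 in wt (SE 0.23, adjusted p = 3.8e-05) and differed between TKO and wt by 2.23 (SE 0.33, adjusted p = 0.0075). *Gap43*, a growth cone gene, fell by 2.00 in wt (SE 0.31, adjusted p = 0.0013) and *Pax6* by 2.13 in *Dnmt1-/-* cells (SE 0.27, adjusted p = 0.00041).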

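Fibrinogen beta (*Fgb*) and vitronectin (*Vtn*) are made by liver, and VE-cadherin (*Cdh5*) joins endothelial cells. Between day 4 and day 16, limma called 482 probe sets in the same direction in wt and *Dnmt1-/-* but not in TKO EBs, 428 higher and 54 lower, with 427 genes, 385 higher and 42 lower. *Cdh5* rose by 2.85 on the log2 scale in wt (SE 0.29, adjusted p = 4.6e-05) and 2.29 in *Dnmt1-/-* EBs (SE 0.29, adjusted p = 0.00055), and *Csf1r* by 3.41 (SE 0.26, adjusted p = 4.8e-06) and 1.95 (SE 0.26, adjusted p = 0.00085). In wt alone 1415 were called in their direction, 823 higher and 592 lower, and in TKO alone 241, 70 higher and 171 lower. Both counts include 10 probe sets called in opposite directions in wt and TKO EBs.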

During the second differentiation period (day 4–16) 446 genes were also concordantly regulated in wt and *Dnmt1^−/−^* EBs, with 90% (402) upregulated genes (Fig. 3D). The latter genes were enriched in GO terms mainly associated with cell adhesion, hemostasis, organ development and metabolism (Fig. S6A) and are known to be expressed in various tissues like liver, plasma and kidney (Fig. S6C), while the few genes that were commonly downregulated (44) were related to GO categories of pattern specification and embryonic development (Fig. S6B). These observations reveal a previously unappreciated progression of differentiation programs in *Dnmt1^−/−^* EBs and show that *Dnmt1^−/−^* cells respond more to EB differentiation conditions than TKO cells.

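Liver secretes albumin (*Alb*), fetuin (*Ahsg*) and clotting factors such as fibrinogen. Of 40 genes of liver and plasma proteins, 34 rose in wt, 30 in *Dnmt1-/-* and 12 in TKO EBs (34, 31 and 16 when adjusted over the list alone), with camera adjusted p = 2.3e-37, 2.5e-40 and 5.5e-16. Of them, 16 rose in wt and *Dnmt1-/-* but were not called in TKO EBs, and 12 rose in all 3. *Fgb* rose by 5.53 on the log2 scale in *Dnmt1-/-* EBs (SE 0.18, adjusted p = 7.9e-09), and *Vtn* by 4.98 in wt (SE 0.31, adjusted p = 9.1e-07) and 2.26 in *Dnmt1-/-* EBs (SE 0.31, adjusted p = 0.001). The change of *Vtn* differed between TKO and wt by −4.87 (SE 0.45, adjusted p = 8e-05).

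Cadherins, integrins and claudins hold cells to each other and to the matrix. Of 53 adhesion genes, 29 rose and 1 fell in wt, 17 rose and 1 fell in *Dnmt1-/-*, and 3 rose and 1 fell in TKO EBs (29, 17 and 4 higher when adjusted over the list alone). With camera, the adhesion genes had adjusted p = 3.9e-18, 1.4e-13 and 0.48, and 12 rose in wt and *Dnmt1-/-* but were not called in TKO EBs. *Tnc*, for the matrix protein tenascin C, rose by 3.66 in wt (SE 0.29, adjusted p = 5.4e-06) and differed between TKO and wt by −3.20 (SE 0.41, adjusted p = 0.00087). *Cldn2*, for a tight junction protein, rose by 2.61 in *Dnmt1-/-* EBs (SE 0.31, adjusted p = 0.00034), and *Itgb3*, for an integrin of platelets and trophoblast, by 2.12 in TKO EBs (SE 0.22, adjusted p = 0.00062).

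Among the decreases of wt and *Dnmt1-/-* EBs were *Dll3*, a Notch ligand gene of somite formation, *Foxf1*, *Kdr*, *Lhx1* and *Wnt3*, which are 5 of the 27 genes of the primitive streak and early mesoderm. *Lhx1* fell by 2.53 in wt (SE 0.46, adjusted p = 0.0027) and by 2.52 in *Dnmt1-/-* EBs, a call lost without *Dnmt1-/-* EB replicate 1 of day 16. The *Dnmt1-/-* call of *Dll3* was lost without *Dnmt1-/-* EB replicate 1 of day 4 or either *Dnmt1-/-* array of day 16. That of *Kdr* was lost without *Dnmt1-/-* EB replicate 1 of day 4 or of day 16. For *Foxf1* and *Wnt3*, calls without single arrays were not analysed here. *Cer1* fell by 2.55 in *Dnmt1-/-* EBs (SE 0.29, adjusted p = 0.00023).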

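*Alb* is expressed by hepatocytes and late yolk sac endoderm, *Afp* and *Apob* already by earlier visceral endoderm, and *Dcn* by fibroblasts. *Alb* rose by 7.84 on the log2 scale in wt EBs between day 4 and day 16 (SE 0.35, limma adjusted p = 6.8e-08), and its change differed between TKO and wt by −7.78 (SE 0.50, adjusted p = 9.4e-06). At day 16, *Alb* signals were 11.76 ± 0.61 in wt, 8.74 ± 0.98 in *Dnmt1-/-* and 3.99 ± 0.03 in TKO EBs (mean ± SD, n = 2), and *Dcn* signals were 11.68 ± 0.19, 9.51 ± 0.72 and 5.08 ± 0.48. *Afp* was at 12.60 ± 0.18, 12.35 ± 0.40 and 10.94 ± 0.02, and *Apob* at 9.65 ± 0.74, 11.31 ± 0.24 and 9.70 ± 0.54. *Apob* rose by 4.82 in wt (SE 0.40, adjusted p = 7.9e-06), 5.10 in *Dnmt1-/-* (SE 0.40, adjusted p = 1.7e-05) and 3.61 in TKO EBs (SE 0.40, adjusted p = 0.0011). Of the 40 genes of liver and plasma proteins, 19 had a more negative change in TKO than in wt EBs (24 when adjusted over the list alone, camera adjusted p = 1.9e-26). In *Dnmt1-/-* EBs 8 had a more negative and 1 a more positive change than in wt (13 and 4 when adjusted over the list alone, camera adjusted p = 1.1e-06, and adjusted p = 0.17 with an estimated correlation). *Ahsg* differed between TKO and wt by −6.13 (SE 0.65, adjusted p = 0.00021) and *Afp* by −3.04 (SE 0.49, adjusted p = 0.0046).

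**Figure D2:**
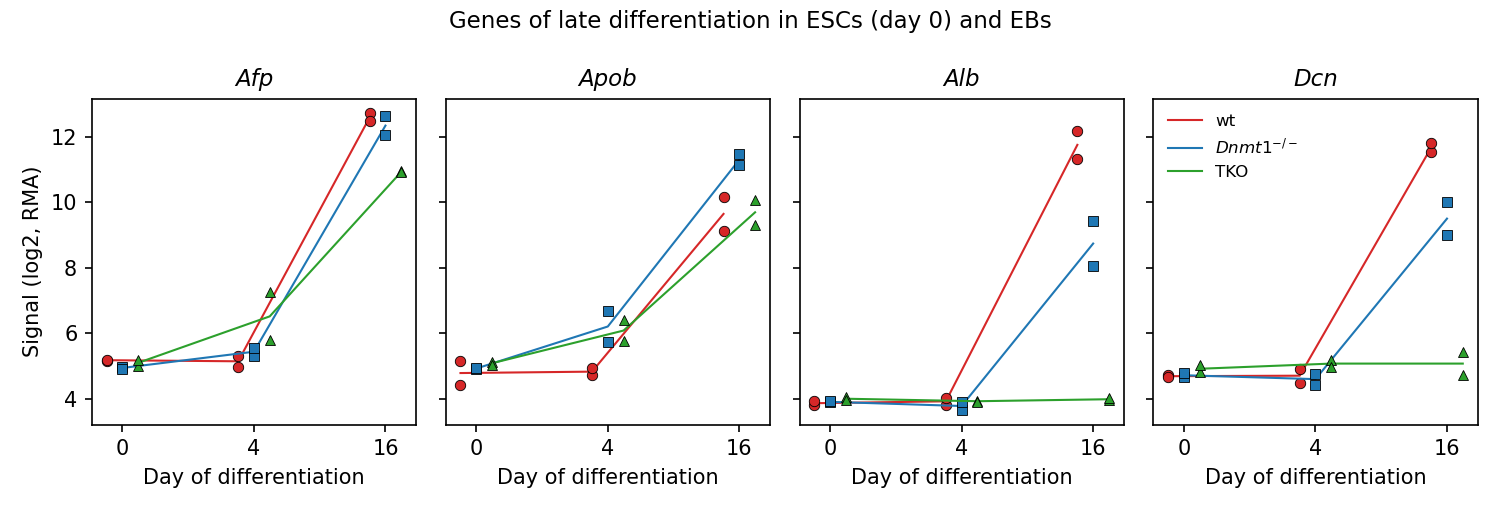
Log2 signals of *Afp*, *Apob*, *Alb* and *Dcn* by day in wt, *Dnmt1-/-* and TKO cells. Points are arrays and lines join the means of 2 arrays.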

To gain a measure of the developmental potential of *Dnmt1^−/−^* and TKO EBs we compared their expression changes relative to wt EBs in greater detail and focused on changes occurring during the first four days of differentiation as TKO EBs seemed unable to progress substantially in the following 12 days (day 4–16). We plotted the expression changes in either TKO or *Dnmt1^−/−^* EBs relative to wt EBs for all genes (25528) (Fig. 4A and B). In this analysis we used a two-fold cutoff as well, but did not filter for false discovery rate, resulting in higher numbers of gene expression changes than in the case of Fig. 3C. 

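*Cxcr4*, which encodes a chemokine receptor of definitive endoderm and mesoderm, rose by 4.28 on the log2 scale in wt (SE 0.22, adjusted p = 1.9e-06) and 4.11 in *Dnmt1-/-* cells (SE 0.22, adjusted p = 7.6e-06) between day 0 and day 4, and so lies near the diagonal. Over all 35512 probe sets, the change in *Dnmt1-/-* cells correlated with the change in wt with r = 0.744, and that in TKO cells with r = 0.487. The root-mean-square distances to the diagonal were 0.269 and 0.365. With 1 probe set per gene, the correlations were 0.843 and 0.544. Within replicates 1 and 2, they were 0.530 and 0.617 for *Dnmt1-/-* and 0.403 and 0.372 for TKO cells. Probe sets are not independent samples, and both mutants are compared with the same wt arrays.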

Data points clustered much closer to the diagonal line in the plot showing expression changes in *Dnmt1^−/−^* relative to wt EBs (Fig. 4B), confirming the higher concordance of gene changes between these EB populations. We identified 2397 genes that do not respond to the differentiation conditions in TKO EBs (“non-responders”; green dots in Fig. 4A). 

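*Foxf1*, *Hand1* and *Igf2* are genes that wt cells switch on as mesoderm forms, and in TKO cells their changes by day 4 were −0.14, 0.08 and −0.44 on the log2 scale. As *Igf2* is imprinted, its change alone does not show whether mesoderm formed. With both conditions taken as a mean fold change of at least 2 in wt and under 2 in TKO cells, irrespective of a call, 1380 probe sets changed in wt but not in TKO cells, 820 higher and 560 lower. At a line of 0.6 on the log2 scale there were 3262. *Pou5f1* and *Nanog* are among the decreases of wt cells that stayed under a 2-fold change in TKO cells. Without wt ESC replicate 1 the count was 1733, without replicate 2 it was 1635, and without wt EB replicate 2 of day 4 it was 2050.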

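*Foxf1* of lateral mesoderm, *Cer1* of anterior endoderm and *Utf1* of undifferentiated cells changed in wt by over 2-fold but not in TKO cells, and in *Dnmt1-/-* cells their changes by day 4 were 2.78, 3.15 and −3.28 on the log2 scale. Of the 1380 such probe sets, 600 changed at least 2-fold in *Dnmt1-/-* cells, 43.5% (19.4 and 49.2% within replicates 1 and 2), 2 of them in the direction opposite to wt. Among probe sets with a gene symbol, a restriction chosen after the data were seen, they were 478 of 911, or 52.5%.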

By tracking these genes in the expression change plot for *Dnmt1^−/−^* versus wt EBs it becomes evident that more than half of these genes (1298 out of 2397) did respond similarly in *Dnmt1^−/−^* and wt EBs. This analysis also confirmed that in total 70% of gene expression changes were concordant between wt and *Dnmt1^−/−^* EBs.

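*Kdr*, *Pdgfra* and *Cxcr4* rose by similar amounts in wt and *Dnmt1-/-* cells. Of all probe sets with a mean change of at least 2-fold in wt by day 4, 57.3% changed at least 2-fold in the same direction in *Dnmt1-/-* cells (33.1 and 56.9% within replicates 1 and 2), which are 1181 probe sets. In TKO cells 654 did, 31.7%. *Hand1*, *Foxf1* and *Igf2* are among those that did so in *Dnmt1-/-* but not in TKO cells, with *Hand1* at 2.18 and *Igf2* at 1.53 in *Dnmt1-/-* cells.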

**Figure 4:**
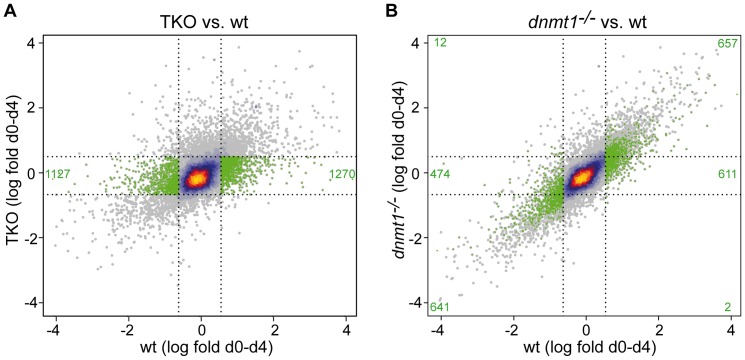
Genome-wide expression changes in early wt, *Dnmt1^−/−^* and TKO EBs. Scatter plots of genome-wide expression changes between day 0 and 4 in TKO (A) and *Dnmt1^−/−^* EBs (B) relative to wt EBs. Data points are heat-colored according to their local density. About 17% of 25528 analyzed genes changed expression level in wt EBs according to the thresholds indicated by the vertical dotted lines. Genes whose expression levels increased and decreased in wt but not in TKO EBs (“TKO non-responders”, parts of the corridor between the horizontal dotted lines to the left and right of the vertical dotted lines in A) are marked in green in both A and B and their numbers are reported in green in the respective sectors.

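*Cdh11*, *Nrp1* and *Kdr* lie far beyond the dotted lines on the side of increases, and *Nr0b1*, *Fbxo15* and *Zfp42* on the side of decreases. Of all probe sets, 2061 changed at least 2-fold in wt by day 4, 5.8% of the array. At a line of 0.6 on the log2 scale, 5558 did so, 15.7%. *Capn6*, for a calpain relative of embryonic muscle and placenta, rose by 4.56 on the log2 scale in wt, and *Gdf3*, for a growth factor of the TGF-β family made by ESCs, fell by 4.36.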

The further progress of differentiation programs in *Dnmt1^−/−^* relative to TKO EBs suggests that expression of Dnmt3a and 3b proteins endows *Dnmt1^−/−^* cells with greater differentiation potential. To support this concept we analyzed Dnmt3a and 3b transcript levels in wt and *Dnmt1^−/−^* EBs after 4 and 16 days of culture. Consistent with previous immunofluorescence data on embryos [55] Dnmt3b transcripts progressively declined in wt EBs, while Dnmt3a transcripts first decreased in early EBs and then recovered at the later stage. As compared to wt EBs higher levels of Dnmt3b transcripts were detected in both early and late *Dnmt1^−/−^* EBs, while Dnmt3a transcript levels were the same and lower at day 4 and 16, respectively, (Fig. S7). Interestingly, *Dnmt3b* promoter activity was shown to be controlled by DNA methylation [56], which could explain the higher levels of Dnmt3b transcripts in hypomethylated *Dnmt1^−/−^* EBs. Thus, high Dnmt3b levels may contribute to the further progression of differentiation programs in *Dnmt1^−/−^* versus TKO EBs.

### Silencing of most bivalent genes during early EB differentiation does not require *de novo* methylation or Dnmt proteins

In mouse ESCs, approximately three thousand genes feature chromatin domains with frequent trimethylation of both lysines 4 and 27 in histone H3 (H3K4me3 andH3K27me3), marks usually found separately in chromatin with opposite transcriptional potential. These bivalent genes encode lineage specific factors and were shown to be transcriptionally poised for rapid activation upon differentiation [57], [58]. Interestingly, recent work showed that 93% of all bivalent promoters contain CpG islands and suggested a transition from the bivalent state to DNA methylation upon differentiation of ESCs to neural progenitors [59]. To test whether a similar switch occurs more generally in undirected EB differentiation conditions we applied the gene expression analysis shown above to bivalent and non-bivalent gene sets separately (Fig. S8). Despite the different numbers of genes, this revealed similar distributions for the separate gene sets as for all genes together, indicating that there is no general trend for genes which are bivalent in the ESC state to be silenced by DNA methylation or Dnmt protein-dependent mechanisms during early differentiation. Instead, a tendency could be observed for bivalent genes not to change their expression levels under EB differentiation conditions (i.e., to cluster more at the center of the plots in Fig. S8). This is expected due to the heterogeneous cell type composition in EBs, as bivalent genes are activated only in specific cell types and kept silent in all other lineages.

### Dnmts are required for silencing selected bivalent genes during differentiation

We also analyzed genes that were upregulated exclusively in *Dnmt1^−/−^* and/or TKO EBs as DNA methylation and/or Dnmt3 proteins may be critical for their repression. The 107 genes upregulated in both *Dnmt1^−/−^* and TKO EBs during the first differentiation period (Fig. 3C) were enriched in GO terms for developmental processes like system and organ development as well as anatomical structure development (Fig. S9A). 

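*Fgf5* and *Sox4* are expressed in the epiblast that gives rise to ectoderm, and *Fabp7* and *Fzd3* in neural progenitors. Between day 0 and day 4, limma called 261 probe sets in the same direction in *Dnmt1-/-* and TKO cells but not in wt, 194 higher and 67 lower, with 150 genes, 103 higher and 47 lower. *Fgf5* rose by 1.86 on the log2 scale in *Dnmt1-/-* cells, a call lost without either *Dnmt1-/-* ESC array or *Dnmt1-/-* EB replicate 1 of day 4. *Ctcfl*, *Hormad1*, *Piwil4*, *Smc1b*, *Stag3*, *Stra8* and *Zcwpw1*, 7 genes of meiosis and the germ line, were among the decreases. *Ctcfl*, which was raised in TKO ESCs, fell by 1.82 in TKO cells (SE 0.19, adjusted p = 0.00038).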

Intriguingly, GO enrichment analysis revealed that several genes exclusively upregulated in either *Dnmt1^−/−^* or TKO EBs play a role in nervous system development (Fig. S9B and D) and, in the case of TKO EBs, many are known to be expressed in the brain (Fig. S9C). 

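Neural progenitors express *Sox11* and *Nes*, and neurons *Tubb3* and *Nrcam*. Of 50 genes of neural progenitors and neurons, 1 rose and 11 fell in wt between day 0 and day 4, 3 rose and 10 fell in *Dnmt1-/-*, and 7 rose and 4 fell in TKO cells (1 and 11, 3 and 11, and 7 and 4 when adjusted over the list alone). As a group they fell in wt and *Dnmt1-/-* cells (camera adjusted p = 0.00017 and 0.0018, with adjusted p = 0.31 and 0.41 with an estimated correlation) and showed no shift in TKO cells (adjusted p = 0.35). *Sox11* rose by 1.60 in TKO cells on the log2 scale (SE 0.25, adjusted p = 0.0025), and *Tubb3* fell by 2.02 in *Dnmt1-/-* cells (SE 0.28, adjusted p = 0.00067). Among the genes higher in *Dnmt1-/-* and TKO cells but not called in wt were 2 of the 50, *Fabp7* and *Fzd3*, and among those that limma called higher in TKO cells alone 4, *Hes6*, *Nes*, *Nrcam* and *Otx2*. The change differed between TKO and wt for 5 of the 50, 4 more positive and 1 more negative in TKO (8 and 1 when adjusted over the list alone, camera adjusted p = 0.00028, and adjusted p = 0.35 with an estimated correlation). The paper names *Fabp7*, *Fzd3*, *Hes6*, *Nes* and *Otx2* too, so these counts are not independent of it.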

Upregulated genes in TKO EBs involved in neural differentiation included *Nestin*, *Hes6*, *Fapb7/Blbp*, *Otx2* and *Fzd3*, which have roles in neural tube patterning and neural progenitors [60]. 

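Nestin (*Nes*) is an intermediate filament of neural progenitors, Hes6 promotes neurogenesis, Fabp7 is a fatty acid-binding protein of radial glia, Otx2 specifies forebrain and epiblast, and Fzd3 is a Wnt receptor that guides axons. In TKO cells, *Nes* rose by 2.02 on the log2 scale between day 0 and day 4 (SE 0.35, limma adjusted p = 0.0045), *Hes6* by 1.09 (SE 0.21, adjusted p = 0.0078), *Fabp7* by 1.61 (SE 0.37, adjusted p = 0.022), *Otx2* by 1.68 (SE 0.38, adjusted p = 0.022) and *Fzd3* by 1.20 (SE 0.21, adjusted p = 0.0045). In *Dnmt1-/-* cells *Fabp7* rose by 1.88 (SE 0.37, adjusted p = 0.0065) and *Fzd3* by 1.05 (SE 0.21, adjusted p = 0.0064). *Nes*, *Hes6* and *Otx2* had changes of 0.67, −0.05 and −0.29 in *Dnmt1-/-* cells, none of them called. *Nes* had started lower in TKO ESCs, at 6.05 ± 0.11, than in wt ESCs, at 7.95 ± 1.02 (mean ± SD, n = 2).

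Each of these calls depended on single arrays. In TKO cells *Nes* and *Fzd3* lost theirs without TKO EB replicate 1, *Hes6* without TKO ESC replicate 1 or TKO EB replicate 1, and *Otx2* and *Fabp7* without any one of the 4 arrays. In *Dnmt1-/-* cells *Fabp7* lost its call without *Dnmt1-/-* EB replicate 1, and *Fzd3* without *Dnmt1-/-* ESC replicate 2 or *Dnmt1-/-* EB replicate 2.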

Interestingly, *Nestin* and *Otx2* are bivalent in ESCs and may have been missed in our global analysis of bivalent gene expression in hypomethylated EBs (Fig. S8B). To investigate whether selected bivalent genes, including genes expressed in neural progenitors, are controlled by DNA methylation or Dnmt proteins we analyzed CpG island methylation of *Nestin* (all ectodermal progenitors) and *Sox1* (early neuroepithelial progenitors) during EB differentiation of wt cells and verified their expression in wt, *Dnmt1^−/−^* and TKO ESCs and EBs (Fig. 5 and Fig. S10). The same analyses were extended to *Fgf5* and *Brachyury* as representatives of non-neural bivalent genes (primitive ectoderm and early mesoderm, respectively) and *Tet1*, a non-bivalent gene that is rapidly silenced upon EB differentiation [61]. The expression profiles of *Nestin*, *Sox1, Fgf5* and *Brachury* were altered in mutant ESCs/EBs, although to variable extents and at different time points. Interestingly, among these bivalent genes an increase in CpG island methylation during differentiation was seen only for *Nestin* and *Sox1* (Fig. 5B and D). The distribution of methylated sites in the different clones obtained by bisulfite sequencing is consistent with increased methylation of these genes in selected lineages. In contrast, all clones in the *Tet1* bisulfite analysis showed increased methylation, although Tet1 transcript levels were not affected in mutant EBs (Fig. 5C). These data are consistent with a requirement of Dnmts for silencing of selected bivalent genes.

**Figure 5:**
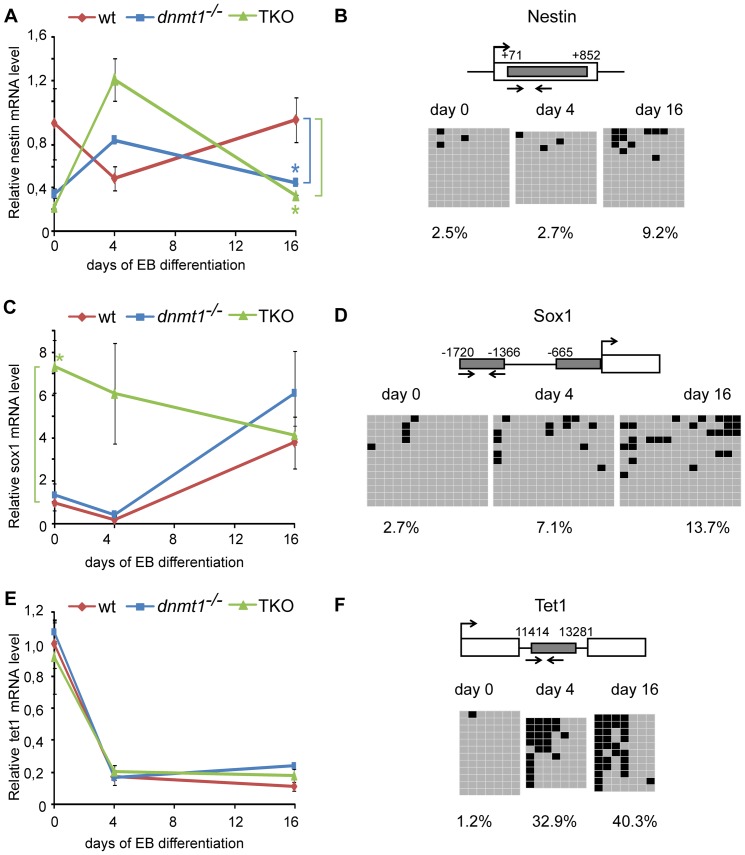
CpG island methylation and disregulated expression of selected bivalent genes in wt and mutant EBs. Transcript levels and CpG island methylation of bivalent genes *Nestin* (A,B) and *Sox1* (C,D) as well as the non-bivalent gene *Tet1* (E,F) in undifferentiated ESCs (day 0) and at day 4 and 16 of EB culture. (A,C,E) Transcript levels were measured by RT-qPCR in wt, *Dnmt1^−/−^* and TKO ESCs/EBs as indicated. Mean values and standard errors from three independent biological replicates are shown. All values are normalized to undifferentiated wt ESCs. Asterisks indicates the significance level p<0.05 (Student t-test). (B,D,F) DNA methylation analysis by bisulfite sequencing in wt ESCs/EBs. In the gene cartoons large arrows indicate transcriptional start sites (TSS), open rectangles represent exons, grey shaded rectangles represent CpG islands and numbers indicate the positions of their borders with respect to the TSS. Small arrows indicate the analyzed regions. In the panels grey and black squares indicate unmethylated and methylated CpG sites, respectively. Percentages of total CpG methylation within the analyzed regions/clones are reported at the bottom of each panel.

### Hypomethylated cells isolated from late EBs revert to the undifferentiated state

We showed that Oct4 protein levels were completely downregulated in hypomethylated EBs, although silencing of *Oct4* and *Nanog* transcription was partial relative to wt EBs. At the same time hypomethylated EBs were able to activate differentiation programs, but their progression was altered to an extent that correlated with the presence of Dnmt3 proteins. Thus, we wondered whether cells from *Dnmt1^−/−^* and TKO EBs could revert to the undifferentiated state in conditions that promote pluripotency. To test this we dissociated 12 days old wt, *Dnmt1^−/−^* and TKO EBs into single cells, plated equal cell numbers in the presence or absence of LIF and analyzed the expression of pluripotency associated genes as well as markers of differentiated lineages after one (R1), two (R2) or three days (R3; Fig. 6). We chose 12 days old EBs as our results clearly demonstrated that at this stage Oct4 protein levels were homogenously down regulated in all living cells regardless of genotype (Fig. 2). As expected, upon replating wt cells maintained a heterogeneous, differentiated morphology (not shown) and their transcript levels of pluripotency associated factors as well as Fgf5 and Brachury showed essentially no response regardless of the presence or absence of LIF. Indeed, *Fgf5* and *Brachury* are only transiently expressed in the embryonic primitive ectoderm and early mesoderm and in EBs they peaked at time points before day 12 (not shown). Instead, *Eomes* is expressed in trophoectodermal derivatives and showed drastic downregulation upon EB dissociation, pointing to a role of cell-to cell contacts in promoting its expression. In contrast to cells from wt EBs, cells dissociated from *Dnmt1^−/−^* and TKO EBs rapidly formed colonies with the characteristic morphology of undifferentiated ESCs (not shown) and upregulated transcript levels of pluripotency associated factors within 24 h. Strikingly, in dissociated Dnmt null cells upregulation of *Oct4*, *Nanog* and *Tet1* was observed also upon culture without LIF, pointing to a role of cell-to-cell contact in restraining the expression of these genes. However, Oct4, Nanog and Tet1 transcript levels were significantly lower in the absence than in the presence of LIF and in TKO cells they decreased to similar levels as in corresponding day 12 EBs. In dissociated *Dnmt* mutant cells cultured with LIF not only were Oct4, Nanog and Tet1 transcripts upregulated to higher levels already 24 h after replating, but their levels were maintained or even increased in the following days so that at least by the third day they were similar to the levels originally found in the respective undifferentiated ESC cultures. In dissociated *Dnmt* mutant cells the expression of differentiated lineage markers decreased or increased depending on the presence or absence of LIF, respectively. Again, expression levels similar to those originally present in the undifferentiated ESC cultures were reached in the presence of LIF, while in the absence of LIF they were the same as in corresponding day 12 EBs (Eomes) or higher (Fgf5 and Brachury). To validate these data we subjected our *Dnmt1^−/−^* ESC lines stably complemented with GFP-Dnmt1^wt^ and GFP-Dnmt1^C1229W^ to the same procedure (Fig. S11). Complementation with the catalytically inactive GFP-Dnmt1^C1229W^ resulted in transcript levels of *Oct4*, *Nanog* and *Tet1* very similar to those in parental *Dnmt1^−/−^* cells/EBs at every stage. In contrast and as expected, stable complementation of *Dnmt1^−/−^* cells/EBs with GFP-Dnmt1^wt^ led to drastic silencing of *Oct4*, *Nanog* and *Tet1* in EBs, that, as in wt cells/EBs, was maintained after EB dissociation and replating, regardless of the presence or absence of LIF. Transcript levels of *Fgf5*, *Brachury* and *Eomes* in *Dnmt1^−/−^* cells/EBs stably complemented with GFP-Dnmt1^wt^ and GFP-Dnmt1^C1229W^ also showed similar dynamics to *Dnmt1^−/−^* and wt cells/EBs, respectively, with some deviation likely due to constitutive (unregulated) expression of GFP-Dnmt1 constructs.

**Figure 6:**
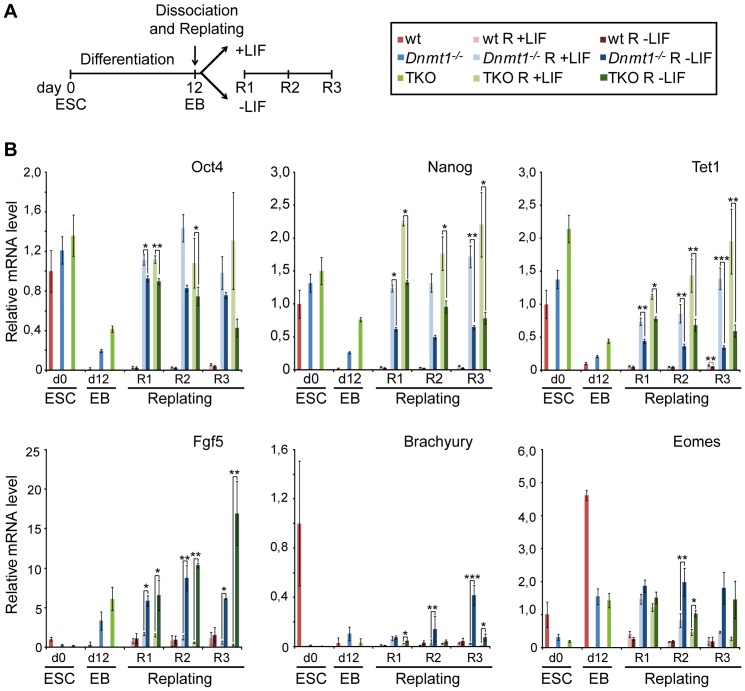
LIF signaling induces reversion of cells from *Dnmt1^−/−^* and TKO EBs to the ESC state. (A) Overview of experimental set up. Day 12 EBs were dissociated and their cells were plated and further cultured for three days (R1–3) in the presence or absence of LIF. (B) Transcript levels of pluripotency associated genes *Oct4*, *Nanog* and *Tet1*, as well as differentiation marker genes *Fgf5*, *Brachyury* and *Eomes* were determined by RT-qPCR in undifferentiated ESCs (day 0), day 12 EBs and 1, 2 and 3 days after replating (R1–3). Wild type, *Dnmt1^−/−^* and TKO samples are represented in shades of red, blue and green, respectively, as indicated in the box at the upper right corner. Mean values relative to wt ESCs (day 0) and standard errors are from three independent biological replicates. Asterisks indicate significance levels: * p<0.05; ** p<0.001; *** p<0.0001 (Student t-test).

These results clearly show that cells isolated from 12 days old *Dnmt1^−/−^* and TKO EBs respond to the combined action of dissociation and LIF stimulation by reverting to the undifferentiated ESC state. This result is particularly striking in the case of *Dnmt1^−/−^* EBs where differentiation programs are relatively advanced as shown by high concordance of expression profiles with those from wt EBs. In addition, the DNA methyltransferase activity, rather than a non-catalytic function of Dnmt1, is required to suppress the ability of cells from *Dnmt1^−/−^* EBs to revert to the ESCs state upon dissociation and exposure to LIF. Together these data underscore a fundamental role of DNA methylation in restricting developmental plasticity by locking transcriptional states during differentiation.

## Discussion

The role of DNA methylation in controlling transcription programs during mammalian development and lineage specification has been mainly inferred from genomic methylcytosine profiles in a limited selection of cell types and developmental stages, while little information is available about how DNA methylation and Dnmts actually affect transcription during differentiation. In particular, expression data from differentiated progeny of globally hypomethylated ESCs lacking specific Dnmts are very scarce. This is likely in relation to reports of limited survival or proliferation of Dnmt1 null and TKO cells upon differentiation [28], [44], [45], [47]. Consistent with this previous work, we found that the average size of Dnmt1 null and especially TKO EBs is reduced as compared to that of wt EBs. However, we could maintain cultures of these mutant EBs for at least 24 days. EB formation is an undirected differentiation model supporting the specification of a broad range of cell fates and thus commonly used to asses developmental potential. Using this system we found that Dnmt1 null and TKO EBs exhibit residual transcription of pluripotency master regulators *Oct4* and *Nanog* even after 16 days of culture. However, FACS analysis showed that by day 8 Oct4 protein is uniformly downregulated in all the cells of these mutant EBs to the same basal levels as in wt EBs, suggesting homogeneous exit from the ESC state. This is supported by the relatively high concordance of genome-wide transcription changes in mutant relative to wt EBs after 4 days of differentiation, including downregulation of additional genes associated with pluripotent stem cell states and upregulation of factors related to differentiated lineages. However, by day 16 gene expression profiles in TKO EBs reveal a high degree of divergence from those in wt EBs, while expression changes in Dnmt1 null EBs are still concordant with one third of all changes in wt EBs. On the one hand this represents a previously unappreciated progression of transcription programs in differentiated Dnmt1 null cells, on the other hand it reflects substantially impaired developmental potential in TKO as well as Dnmt1 null cells. In this regard it is worth considering that while the genome of TKO cells is virtually devoid of methylation, the 20% residual genomic methylcytosine in *Dnmt1^−/−^* ESCs is mainly restricted to repetitive sequences [28], [36], [42]. Yet our analysis reveals a remarkable difference between gene expression profiles of *Dnmt1^−/−^* and TKO cells in response to differentiation conditions. These differences must ultimately depend on the action of Dnmt3a and 3b, either through sustained *de novo* methylation of repetitive sequences, indirect effects or mechanisms independent from their catalytic activity. Interestingly, ESCs lacking both Ring1b and Eed, and thus functional Polycomb repressive complexes (PRC) 1 and 2, have also been recently shown to retain the ability to self renew, yet they fail to properly execute differentiation programs and silence repetitive sequences, including endogenous retroviral elements (ERVs) [23]. In particular, ESCs lacking both PRC1 and 2 show twice the number of derepressed genes as ESCs lacking either complex, where little derepression of ERVs is observed, leading to the proposal that repetitive sequences serve as a platform for gene silencing by PRC complexes. This is reminiscent of the higher number of disregulated genes in TKO versus Dnmt1 null EBs (roughly two fold at day 4) and of substantial residual methylation of repetitive sequences in Dnmt1 null cells. It is therefore tempting to speculate that methylation of repetitive sequences may also serve as a platform for gene silencing upon differentiation. Thus, there seem to be striking parallels between the roles and possible modes of action of the DNA methylation and Polycomb systems in contributing to cell identity and developmental potential.

Upon initial lineage commitment some bivalent domains may remain such to perpetuate the poised state for later differentiation events, while most are thought to resolve by loss of H3K27me3 for transcriptional activation or loss of H3K4me3 or both H3 marks accompanied by gain of DNA methylation for definitive repression as it has been proposed in the case of neural commitment [59], [62]. If DNA methylation represented a general mechanism for permanent silencing of bivalent genes in non-expressing lineages most of these genes would be expected to be disregulated in Dnmt1 null or at least TKO EBs, which we find not to be the case. However, we show that the bivalent genes *Nestin* and *Sox1*, which are both expressed in early neuroepithelial progenitors, do gain methylation at their CpG islands in a subset of wt differentiated cells and are disregulated in the absence of Dnmts. This suggests that CpG island methylation contributes to silencing of *Nestin* and *Sox1* in specific lineages. By contrast, we did not detect CpG island methylation for the bivalent genes *Fgf5* and *Brachyury* (expressed in primitive ectoderm and early mesoderm, respectively), which were also disregulated in mutant EBs. These data are consistent with an involvement of Dnmts in mediating stable silencing of selected bivalent genes during differentiation through either direct or indirect mechanisms. Further work is required to establish whether CpG island methylation is the preferred silencing mechanism for genes with function in the neuroectodermal lineage.

Regardless of bivalent nature, we also note that genes with roles in neural fate specification are frequently upregulated in TKO EBs. This is consistent with a recent report showing involvement of DNMT3B in controlling neural selector genes upon neural differentiation of human ESCs [63]. In this case knockdown of DNMT3B determined loss of H3K27me3 and EZH2 occupancy (the H3K27 methyltransferase component of PRC2) at promoters of affected genes, but not DNA methylation, suggesting once more a role of a Dnmt in recruiting other silencing factors (in this case DNMT3B recruiting PRC2).

We show that Dnmt1 null and TKO cells isolated from 12 days old EBs can fully and rapidly revert to the undifferentiated ESC state when plated in pluripotency promoting conditions. It is highly unlikely that this is due to a subpopulation of undifferentiated cells within day 12 Dnmt1 null and TKO EBs as our FACS analysis of Oct4 protein profiles shows no distinct subpopulation of living cells dissociated from these mutant EBs that express levels above background (as defined by antibody isotype control; Fig. 2). Importantly, the same background profiles are found in cells from wt EBs, which do not respond to replating in the presence of LIF. In addition, our genome wide expression analysis shows that Dnmt deficient EBs, especially *Dnmt1^−/−^* EBs, upregulate differentiation programmes to a substantial extent. However, in day 12 *Dnmt* mutant EBs transcription of *Oct4* and *Nanog* is not completely silenced and upon dissociation and exposure to LIF both genes are rapidly and fully reactivated. Interestingly, increased transcriptional activity of *Oct4*, *Nanog* and *Tet1* is also seen upon replating of cells from *Dnmt* mutant EBs in the absence of LIF. Surprisingly, during the following two days the levels of Oct4, Nanog and Tet1 transcripts in replated TKO cells gradually return to those present in corresponding day 12 EBs, while they are maintained in replated *Dnmt1^−/−^* cells. The reason for this difference between Dnmt1 null and TKO cells is unclear. In this regard we note that genes concordantly upregulated in wt and *Dnmt1^−/−^* EBs between 4 and 16 days of differentiation show highest enrichment for GO terms associated with cell adhesion (p<1e^−6^; Fig. S6A). Together these results suggest that cell-to-cell contact within EBs contributes to silencing of *Oct4*, *Nanog* and *Tet1* and that this repressive effect is released upon dissociation of hypomethylated EBs. However, the transcriptional response of *Oct4*, *Nanog* and *Tet1* to the release of cell-to-cell contact is subordinate to silencing by promoter methylation, as cells from wt EBs do not reactivate these genes upon replating, regardless of LIF stimulation. Thus, although additional epigenetic pathways are known to corepress *Oct4* and *Nanog* and may respond to cell adhesion conditions, our data show that DNA methylation is crucial for complete and permanent extinction of *Oct4* and *Nanog* transcription and thus enforces canalization of developmental fate upon differentiation.

Global inhibition of Dnmt activity was shown to facilitate reprogramming of differentiated somatic cells to pluripotency [64], [65]. However, this approach may have undesired effects, especially in the case of mechanism based inhibitors that lead to the formation of covalent and potentially mutagenic Dnmt-DNA adducts. Our observation that differentiated cells lacking only Dnmt1 efficiently revert to the ESC state suggests that transient and specific inhibition of Dnmt1 activity may be sufficient to promote conversion of differentiated cell types to the pluripotent state. However, this could also be counteracted by death of not yet dedifferentiated cells as Dnmt1 ablation in differentiated cells was shown to trigger apotosis at least in part mediated by p53 [66]. At the same time functional p53 inactivation has been shown to increase the efficiency of iPSC derivation by overcoming proliferative senescence of differentiated cells [67]–[71]. Thus, combining transient functional inactivation of Dnmt1 and p53 may have a synergistic effect on the reprogramming efficiency. Indeed, p53 inactivation may favor rapid passive demethylation by increasing proliferation rates and at the same time it may prevent death of not yet dedifferentiated cells.

In conclusion, our results underscore a critical role of DNA methylation and Dnmts in restricting developmental potential by permanently sealing transcriptionally silent states, as in the case of the pluripotency genes *Oct4* and *Nanog* and genes involved in the neuroectodermal lineage. In addition, our results lend support to transient Dnmt1 inhibition as an approach for improved reprogramming of differentiated cells to the pluripotent state, which in turn suggests functional p53 inactivation as a potentially synergistic strategy.

## Materials and Methods

### Cell and EB culture

The mouse wt, *dnmt1^−/−^* and TKO J1 ESC lines and respective EBs were cultured as described previously [61]. For stable complementation, *dnmt1^−/−^* ESCs were transfected with pCAG-IRES-blast vectors with inserts encoding GFP-Dnmt1^wt^ or GFP-Dnmt1^C1229W^ fusions [72]. Stable clones were selected either by culture in the presence of blasticidin or by repeated FACS sorting. Clones used in the present work were further selected as to express steady state levels of GFP-Dnmt1 fusions similar to those of native Dnmt1 in wt ESCs (Fig. S1A). For replating of cells from EBs, EBs were washed three times with PBS and dissociated to single cells by repeated cycles of Accutase treatment (PAA Laboratories GmbH) at 37°C. Dissociated cells were diluted in EB medium (ES cell medium without LIF), centrifuged and resuspended in fresh EB medium. Equal numbers of cells were then seeded in duplicate on gelatin-coated plates and LIF (ESGRO, Millipore) was added to one of the duplicate plates to a final concentration of 1000 U/ml.

### DNA and RNA isolation

Genomic DNA (gDNA) and total RNA from ESCs and EBs were extracted using either the NucleoSpin Triprep Kit (Macherey-Nagel) or the QIAmp DNA Mini Kit (QIAGEN) and TRIzol reagent (Invitrogen), respectively. To minimize gDNA contamination, RNA isolated with the Trizol reagent was digested with recombinant RNase-free DNase I (Roche) and further purified with the RNeasy kit (QIAGEN). The RNA isolation procedure with NucleoSpin Triprep Kit already includes DNase I treatment.

### Expression analysis by reverse transcription-real time PCR (RT-qPCR)

cDNA synthesis and qPCR were performed using either TaqMan Gene expression assays (Applied Biosystems) or SYBR Green detection as described previously [61], [73]. Primer sequences and TaqMan Gene Expression Assay ID numbers are listed in Tables S1 and S2.

### DNA methylation analysis

Bisulfite conversion of gDNA (0.5–1.5 µg) and PCR reactions were performed as described previously [73]. All PCR amplifications involved semi-nested reactions. Primers (Tables S3 and S4) were designed using MethPrimer [74]. CpG islands were identified with the CpG Island Searcher using default settings [75]. Pyrosequencing reactions were performed by Varionostic GmbH (Ulm, Germany). For bisulfite sequencing, PCR products were subcloned using the StrataClone™ PCR Cloning Kit and StrataCone™ SoloPack® Competent Cells (Agilent Technologies) according to the manufacturer's instructions. Sequences were analyzed with BISMA software using default settings [76].

### Fluorescence activated cell sorting (FACS) analysis

EBs were washed twice in PBS and incubated in Cell Dissociation Buffer (Invitrogen) for 45 min at 37°C. An equal volume of EB medium was added and EBs were dissociated to single cells by vortexing. To distinguish dead from living cells, 7-amino-actinomycin D (Invitrogen) was added at a concentration of 5 µg/ml for 20 min at 4°C. After multiple washing steps in PBS, cells were fixed in Cytofix (BD biosciences) for 20 min at 4°C and washed twice in Perm/Wash solution (BD bioscience). Antibody staining was performed in Perm/Wash buffer for 30 min at 4°C using Alexa Flour® 647 Mouse anti-Oct3/4 and Alexa Flour® 647 Mouse IgG1 K isotype control (BD Biosciences). After washing twice with Perm/Wash buffer, cells were resuspended in Annexin buffer (10 mM HEPES, 140 mM NaCl, 2.5 mM CaCl_2_, pH 7.4) and analyzed with a FACS Aria II instrument (Becton Dickinson). Data analysis was performed using FlowJo version 7.2.5.

### Microarray and statistical analysis

Sample preparation for microarray analysis was performed using the WT Expression Kit (Ambion) and WT Terminal Labeling and Controls Kit (Affymetrix) with 300 ng input RNA. Samples were hybridized to GeneChip Mouse Gene 1.0 ST microarrays (Affymetrix) according to the manufacturer's instructions. Quality control, normalization and further statistical analyses were carried out using the R/Bioconductor programming environment. Linear Models for Microarray Data (limma) was used to compute fold changes and p-values [77]. Genes with a fold change of 2 and a false discovery rate below 0.05 were considered differentially expressed. Genes identified as differentially expressed (Fig. 3B–D) and their expression fold change are listed in Table S5 (d0), S6 (d0–4) and S7 (d4–16). Gene ontology (GO), tissue expression and chromosomal location analysis was performed using DAVID [78], [79]. For GO enrichment analysis the lowest level of GO categories for biological process (GO_BP_ALL) were used. A one-sided Kolmogorov-Smirnov test was used to compare gene expression changes in wt and knockout EBs globally as well as for bivalent and non-bivalent genes between day 0 and 4 of differentiation (Fig. 4 and Fig. S8).

### Accession codes

Microarray data have been deposited into the Gene Expression Omnibus (GEO) database under the accession number GSE36679.

## Supporting Information

Figure S1 **Stable complementation of** ***Dnmt1^−/−^*** **ESCs with GFP-Dnmt1^wt^, but not the catalytically inactive mutant GFP-Dnmt1^C1229W^ rescues silencing and promoter methylation of** ***Oct4*** **and** ***Nanog*** **upon differentiation as EBs.**
(TIF) Click here for additional data file.

Figure S2 **Analysis of genes differentially expressed in TKO ESCs compared to wt ESCs (related to** **Fig. 3B** **).**
(TIF) Click here for additional data file.

Figure S3 **Gene ontology enrichment and cell type specific expression of concordantly regulated genes in wt,** ***Dnmt1^−/−^*** **and TKO EBs after 4 days of differentiation (related to** **Fig. 3C** **).**
(TIF) Click here for additional data file.

Figure S4 **Gene ontology enrichment and cell type specific expression of concomitantly upregulated genes in wt,** ***Dnmt1^−/−^*** **and TKO EBs during day 4–16 of differentiation (related to** **Fig. 3D** **).**
(TIF) Click here for additional data file.

Figure S5 **Enriched GO categories of commonly upregulated genes in wt and** ***Dnmt1^−/−^*** **EBs after 4 days of differentiation (related to** **Fig. 3C** **).**
(TIF) Click here for additional data file.

Figure S6 **Gene ontology enrichment and tissue specific expression of concordantly regulated genes in wt and** ***Dnmt1^−/−^*** **EBs during day 4–16 of differentiation (related to** **Fig. 3D** **).**
(TIF) Click here for additional data file.

Figure S7 **Dnmt3a and 3b transcript leves during EB differentiation of wt and** ***Dnmt1^−/−^*** **ESCs.**
(TIF) Click here for additional data file.

Figure S8 **Expression changes of non-bivalent and bivalent genes in TKO and** ***Dnmt1^−/−^*** **EBs relative to wt EBs between day 0 and 4 of differentiation (related to** **Fig. 4** **).**
(TIF) Click here for additional data file.

Figure S9 **GO and tissue expression enrichment for genes commonly upregulated in** ***Dnmt1^−/−^*** **and TKO EBs as well as exclusively upregulated in** ***Dnmt1^−/−^*** **or TKO EBs after 4 days of differentiation (related to** **Fig. 3C** **).**
(TIF) Click here for additional data file.

Figure S10 **Transcript levels and CpG island methylation of bivalent genes** ***Brachury*** **and** ***Fgf5*** **(related to** **Fig. 5** **).**
(TIF) Click here for additional data file.

Figure S11 **Stable complementation with GFP-Dnmt1^wt^, but not the catalytically inactive mutant GFP-Dnmt1^C1229W^, abolishes reversion of cells from** ***Dnmt1^−/−^*** **EBs to the ESC state upon dissociation and LIF stimulation (related to** **Fig. 6** **).**
(TIF) Click here for additional data file.

Table S1 **TaqMan Assay ID numbers for qPCR.**
(PDF) Click here for additional data file.

Table S2 **Primer Sequences for qPCR.**
(PDF) Click here for additional data file.

Table S3 **Primer Sequences for bisulfite Sequencing.**
(PDF) Click here for additional data file.

Table S4 **Primer Sequences for Pyrosequencing.**
(PDF) Click here for additional data file.

Table S5 **Differentially expressed genes in** ***Dnmt1^−/−^*** **and TKO ESCs (related to** **Fig. 3B** **).**
(XLSX) Click here for additional data file.

Table S6 **Differentially expressed genes between d0–4 of differentiation (related to** **Fig. 3C** **).**
(XLSX) Click here for additional data file.

Table S7 **Differentially expressed genes between d4–16 of differentiation (related to** **Fig. 3D** **).**
(XLSX) Click here for additional data file.

# Supplementary material for: Global DNA Hypomethylation Prevents Consolidation of Differentiation Programs and Allows Reversion to the Embryonic Stem Cell State
**Source:** PLoS One. 2012 Dec 27;7(12):e52629. doi: 10.1371/journal.pone.0052629
**Supplement:** Table S1 — TaqMan Assay ID numbers for qPCR.

**Table S1. TaqMan Assay ID numbers for qPCR**

| <b>Gene Name</b> | <b>Assay ID</b> |
|------------------|-----------------|
| Dnmt3a           | Mm00432884_m1   |
| Dnmt3b           | Mm01240113_m1   |
| Gapdh            | Mm99999915_g1   |
| Oct4             | Mm00658129_gH   |
| Nanog            | Mm01617761_g1   |

# Supplementary material for: Global DNA Hypomethylation Prevents Consolidation of Differentiation Programs and Allows Reversion to the Embryonic Stem Cell State
**Source:** PLoS One. 2012 Dec 27;7(12):e52629. doi: 10.1371/journal.pone.0052629
**Supplement:** Table S2 — Primer Sequences for qPCR.

**Table S2. Primer Sequences for qPCR**

| <b>Gene</b> | <b>Forward Primer (5'-3')</b> | <b>Reverse Primer (5'-3')</b>         |
|-------------|-------------------------------|---------------------------------------|
| Brachyury   | CTC CAA CCT ATG CGG ACA ATT C | ATG ACT CAC AGG CAG CAT GCT           |
| Eomes       | ACC GGC ACC AAA CTG AGA TGA   | GGG GTT GAG TCC GTT TAT GTT GAA       |
| fgf5        | GAT CTA CCC GGA TGG CAA AG    | TGC TGA AAA CTC CTC GTA TTC CT        |
| Gapdh       | CAT GGC CTT CCG TGT TCC TA    | CTT CAC CAC CTT CTT GAT GTC ATC       |
| Gata6       | CAA AAG CTT GCT CCG GTA ACA   | GGT CGC TTG TGT AGA AGG AGA AG        |
| Nestin      | ACT CTG CTG GAG GCT GAG AAC T | CAA GGA AAT GCA GCT TCA GCT T         |
| Sox1        | GCT TCG GAG GAC AAA AGA CAA   | AAG AGC TGG CGG GAA GTA AAC           |
| Tet1        | CCA GGA AGA GGC GAC TAC GTT   | TTA GTG TTG TGT GAA CCT GAT TTA TTG T |

# Supplementary material for: Global DNA Hypomethylation Prevents Consolidation of Differentiation Programs and Allows Reversion to the Embryonic Stem Cell State
**Source:** PLoS One. 2012 Dec 27;7(12):e52629. doi: 10.1371/journal.pone.0052629
**Supplement:** Table S3 — Primer Sequences for bisulfite Sequencing.

**Table S3. Primer Sequences for bisulfite Sequencing**

| <b>Gene</b>       | <b>Forward Primer (5'-3')</b>       | <b>Reverse Primer (5'-3')</b>      |
|-------------------|-------------------------------------|------------------------------------|
| Brachyury (PCR 1) | GGT GGG AGT TAG TGG TAG TTT AT      | CAA AAC CCT AAC TCC TAA AAC CA     |
| Brachyury (PCR 2) | TTT AAA GTT GTT ATA TTT GGG GAG GT  | = Reverse from PCR1                |
| Fgf5 (PCR1)       | TAG GGT GGT TTT TTA GTG GAG AAA T   | ATT ATC AAA AAC CAC CCA ATC ACC    |
| Fgf5 (PCR2)       | ATG GTA GGG GTT AGT AAT TTG GAA     | = Reverse from PCR1                |
| Nestin (PCR1)     | GGA AGA ATT TTT TTA GAT GTG GGA G   | CAA CCT AAA TAC TCA ACC ACC C      |
| Nestin (PCR2)     | GAG GAG TAG AAT TAG TTG TTT AGT     | = Reverse from PCR1                |
| Sox1 (PCR1)       | GTT AGT TTA GGT TGG GTT TTA TGA AAT | AAT CCC TAT CTC AAA ACC TAC TAC    |
| Sox1 (PCR2)       | = Forward from PCR1                 | CCT AAA CCT ATC AAT ATA AAC CCT AT |
| Tet1 (PCR1)       | TTT TTA GGA TGT TAT TTG GAT GAT T   | CAC AAC CTT TAC TAA ACCC TAT ACC   |
| Tet1 (PCR2)       | = Forward from PCR1                 | TAT CTC CCC AAT ACA AAC CTC        |

# Supplementary material for: Global DNA Hypomethylation Prevents Consolidation of Differentiation Programs and Allows Reversion to the Embryonic Stem Cell State
**Source:** PLoS One. 2012 Dec 27;7(12):e52629. doi: 10.1371/journal.pone.0052629
**Supplement:** Table S4 — Primer Sequences for Pyrosequencing.

**Table S4. Primer Sequences for Pyrosequencing**

| <b>Gene</b>  | <b>Forward Primer (5'-3')</b>          | <b>Reverse Primer (5'-3')</b>           |
|--------------|----------------------------------------|-----------------------------------------|
| Oct4 (PCR 1) | ATG GGT TGA AAT ATT GGG TTT ATT TA     | ACC CTC TAA CCT TAA CCT CTA AC          |
| Oct4 (PCR 2) | GTA AGA ATT GAG GAG TGG TTT TAG        | = Reverse from PCR1 with 5'biotinylated |
| Nanog (PCR1) | TAG TTT GGG TTA TTT TAT AGT TTT TTT TG | CCA AAA AAA CCC ACA CTC ATA TC          |
| Nanog (PCR2) | AAT GTT TAT GGT GGA TTT TGT AGG T      | = Reverse from PCR1 with 5'biotinylated |

How the deposited data were processed for this re-analysis (not part of the article)

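Gene expression was measured with Affymetrix GeneChip Mouse Gene 1.0 ST arrays in wt, *Dnmt1-/-* and TKO ESCs (day 0) and in the EBs derived from them at day 4 and day 16. Each of these 9 groups has 2 arrays, numbered replicates 1 and 2, which the paper calls independent biological duplicates. The authors deposited log2 values per probe set that they made with RMA, that is with background correction, normalization between arrays and summary over the probes of a set. The version of RMA, the probe annotation and any filter are not given in the sources used here. The values were used as they are, without a further normalization, and all 35512 probe sets were kept. Gene symbols came with the probe sets (21789 with 1 symbol, 1621 with several, 12102 with none), and chromosomes were taken from a gene table of the mouse genome by symbol, which 21698 probe sets matched. A count of genes takes each distinct entry of 1 or several symbols once, of 20738 entries.

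Group means were fitted to all 18 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes without trend or robust variance, 9 residual and 3.32 prior degrees of freedom). Every comparison was a contrast of these means, and the difference of a change between genotypes was tested as a contrast of contrasts. A call needs an absolute log2 fold change of at least 1 and a false discovery rate under 0.05 (Benjamini and Hochberg, within each comparison), which are the paper's thresholds. Every adjusted p printed for a gene is this limma value, and every SE is that of the fit. The median SE of a log2 fold change was 0.203, and that of a difference of changes 0.287. A call shared by genotypes is a probe set called in each of them in the same direction, and a call in some genotypes alone is one not called in the same direction in the others, which by itself is no test of a difference. On simulated data, with a log2 effect added to 100 probe sets at a time, the fit found 70 of 100 effects of 1.5 and 95 of 100 effects of 2.5 and called 5 of 35512 probe sets without an effect. The overlap that the shared wt arrays alone create between the mutants was simulated with 50 draws.

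Gene groups were tested as 24 lists of 731 genes, 645 of them measured, with camera at a preset correlation between genes of 0.01, with camera with an estimated correlation, and with fry. The p of each list was adjusted over the lists of a comparison. The lists, tests and alternatives were set before the array values were examined, apart from those named here as later. Later were the test of the spread between TKO arrays and the comparison of the TKO ratio with the wt ratio of day 16. The gap between *Kdm5d* and *Eif2s3y* and the alternatives named below as added were later too. The germ line, X-linked and pluripotency lists were written after reading the paper and its Tables S5 to S7, which come from these arrays. Other lists hold genes of the paper too. Table S5 has *Tagln*, *Thbs1* and *Ccn1* of the fibroblast list and *Krt18*, *Sox4*, *Dnmt3a* and *Dnmt3b* of the epiblast list. The paper's text names *Nes*, *Hes6*, *Fabp7*, *Otx2* and *Fzd3* of the neural list. Counts and group tests of these lists are therefore not independent of the paper. "Adjusted over the list alone" is the limma p adjusted over the genes of that list. The principal component analysis used all probe sets, centred and not scaled. The ratio of the mutant change to the wt change is the median over the probe sets called in wt, and the 2-fold counts without a false discovery rate use the mean change alone. Shares of chromosomes were tested with Fisher's exact test.

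The genes named were drawn from the genes the paper names that have a probe set. They were also drawn, for each main comparison, from up to 10 called genes with the largest rise and 10 with the largest fall. In these, all arrays of one group lie above those of the other (5 genes each way for other comparisons). To these come up to 4 called members of each list described, those with the largest absolute fold change, and members set side by side. Not all genes of this pool are given in the text, and *Sox1* and *Mir302c* are among those left out. A gene with several probe sets is given from the one with the highest mean signal. Probe sets with several symbols were not used for single genes, except for the families *Xlr*, *Magea* and *Rhox*. The fold changes of Tables S5 to S7 had been seen before this rule was applied, and which comparison a gene is given for was settled after its values were seen.

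The alternatives were a false discovery rate over all comparisons together, subtraction of each array's median, a further quantile normalization, fold changes centred on their median, a fit of only the arrays compared, omission of the 30% of probe sets with the lowest mean signal, the replicate number as a block, 1 probe set per gene, eBayes with trend and robust variance, a log2 line of 0.6 for the counts without a test, a principal component analysis of scaled or of the 1000 most variable probe sets, and each array left out in turn. Only probe sets with a gene symbol, at the fold change of 2 and at the log2 line of 0.6, and the epiblast list without the mutated *Dnmt3a* and *Dnmt3b* were added after the data were seen. Enrichment of gene ontology terms, tissue terms and pathways, bivalent promoters, and the measurements by PCR, flow cytometry and bisulfite sequencing were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.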

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

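The choice of lists and genes here, the test of the spread between TKO arrays and the comparison of the TKO ratio with the wt ratio of day 16 were made after the results were seen, and the other tests were not. The change itself was compared between genotypes, and it differed between TKO and wt for 491 probe sets from day 0 to day 4 and for 1028 from day 4 to day 16, and between *Dnmt1-/-* and wt for 314 from day 4 to day 16.

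From day 4 to day 16, far fewer probe sets were called in TKO than in wt EBs. Counted past 2-fold without a test, TKO had 0.441 times as many changes as wt (0.513 and 0.625 within replicates 1 and 2). The lower count therefore does not rest on the test. The fit pools the variance of all groups and gives a probe set the same SE in every genotype. A wider spread between TKO arrays would therefore not cost calls in TKO alone. In Euclidean distance, the 2 arrays of a group lay 59.4 and 85.5 apart in TKO EBs of day 4 and day 16. In wt EBs of these days they lay 80.4 and 82.1 apart. Together with the lower count past 2-fold, this argues against a wider spread between TKO arrays as the source of the lower count. If TKO EBs ran the early program late, their change by day 16 would come closer to the wt change by day 4, but relative to it the median TKO change moved by −0.0812, from 0.443 to 0.362 (−0.0825 and −0.0909 within replicates). In wt itself this ratio went from 1 to 0.886 by day 16, and relative to that the TKO value was 0.409 (0.492 and 0.339 within replicates, against 0.510 and 0.388 at day 4), so it did not come closer to wt either. This argues against a delay of the early program as a whole, and a delay of single genes is not excluded. *Pou5f1* stood at −0.18 by day 4 and −1.01 by day 16 in TKO cells, neither of them called. With each array's median subtracted, 959 probe sets still differed between TKO and wt, so the level of the arrays does not account for it. An effect of the missing methyltransferases may be behind it, as a hypothesis that was itself not tested. A difference between the cell lines that is unrelated to methylation was not tested either.

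Lists whose change differed from wt between day 4 and day 16 had these median log2 differences. Fibroblast genes were at −1.01 in *Dnmt1-/-* and −1.82 in TKO EBs, and in TKO EBs adhesion genes were at −0.85, heart and smooth muscle genes at −0.88 and liver and plasma protein genes at −1.64. Among single genes with a difference of change, *Nefl*, for a neurofilament, stood at 4.47 and *Capn6* at −4.46 in TKO against wt between day 0 and day 4. The call of *Nefl* was lost without 7 of the 8 arrays compared, taken in turn. Between day 4 and day 16, *Xist* stood at 5.31 and *Cym*, for the protease chymosin, at −5.75 in *Dnmt1-/-* against wt, and *Plac1*, a placental gene, at 3.92 and *Alb* at −7.78 in TKO against wt. In wt cells *Plac1* had already risen by 3.16 by day 4 (SE 0.47, limma adjusted p = 0.0012).

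The paper lists single genes with their fold changes but gives no values for the following groups. Heart and smooth muscle genes had median log2 changes of 1.39 in wt, 0.77 in *Dnmt1-/-* and 0.30 in TKO EBs between day 4 and day 16. Trophoblast genes had a median of 0.85 in TKO EBs. The list of X inactivation, of 3 genes, had a median of 0.28 there, where *Xist* carried the signal. Among the calls in ESCs, 68 probe sets in *Dnmt1-/-* and 23 in TKO carry no gene symbol, and what they detect is not given in the sources used here.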

How the results depend on the processing

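Over all alternatives, planned and added, 434 values were counted as the same, 84 as moved and 1 as reversed. Counted as the same does not mean equal. With single arrays left out, 2 counts that were not taken as moved show this. Probe sets that changed in wt but not in TKO ranged from 1309 to 2050, against 1380 on all arrays. Calls in wt from day 0 to day 4 ranged from 1158 to 1647, against 1601. The moved and reversed values are given here, those for single arrays left out as ranges, and the cause was not tested. Counts are probe sets. With 2 arrays per group, omission of 1 leaves a lone array that is assumed to vary like the other groups, and most counts near the threshold move. Over the arrays left out in turn, calls in ESCs ranged from 25 to 109 in *Dnmt1-/-*, 43 to 111 in TKO and 21 to 48 for both. From day 0 to day 4, calls ranged from 615 to 899 in TKO, shared calls of wt and TKO from 245 to 445, those of all genotypes from 230 to 423, differences from wt from 0 to 58 in *Dnmt1-/-* and 131 to 307 in TKO. From day 4 to day 16, calls ranged from 565 to 929 in *Dnmt1-/-* and 148 to 411 in TKO, shared calls from 385 to 635 with *Dnmt1-/-*, 66 to 229 with TKO and 57 to 178 in all, differences from wt from 142 to 347 in *Dnmt1-/-* and 612 to 1085 in TKO, and the TKO ratio from 0.176 to 0.248. The Y share in *Dnmt1-/-* ESCs ranged from 0 (without wt ESC replicate 1, where it was reversed) to 11.1%, and the rise on PC1 from 78.9 to 91.6% of wt in *Dnmt1-/-* by day 16 and from 63.4 to 75.0% in TKO by day 4. Of 905 results for named genes, 341 lost the call without at least 1 array.

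A fit of only the arrays compared gave 1022 calls in *Dnmt1-/-* from day 0 to day 4, 528 shared with wt, 265 in all genotypes and 302 differences of TKO from wt. From day 4 to day 16 it gave 1230 calls in wt, 384 in *Dnmt1-/-* and 165 in TKO, 221 shared by wt and *Dnmt1-/-*, 68 by wt and TKO, 55 in all, and 33 and 475 differences of *Dnmt1-/-* and TKO from wt. It kept 618 of the 905 gene results.

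With the replicate block, TKO ESCs had 179 calls, differences from wt from day 0 to day 4 were 14 in *Dnmt1-/-* and 770 in TKO, and 136 list results passed, 135 of them among the 145 without it. The replicate numbers were not shown to pair the arrays, since residuals of equal number correlated with r from 0.0409 to 0.501 over 36 pairs of groups, with a median of 0.273 and 4 at or under 0.1. As a hint from the data, all 36 were positive, all 6 among the wt and *Dnmt1-/-* groups of day 0 and day 4 were over 0.1, and in 9 of 9 groups replicate 2 lay above replicate 1 on PC4 and below it in the upper quartile. The paper speaks of independent experiments without naming the arrays of each, and the blocked counts were seen together with this check.

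With 1 probe set per gene, *Dnmt1-/-* ESCs had 47 calls, *Dnmt1-/-* differed from wt for 3 from day 0 to day 4, and 1281 changed at least 2-fold in wt, 827 of them not in TKO. A false discovery rate over all comparisons gave 193 calls in *Dnmt1-/-* ESCs, 273 in TKO ESCs and 143 in both, and 169 and 496 differences of *Dnmt1-/-* from wt in the first and second period. At a log2 line of 0.6, 5558 changed in wt and 3262 of them not in TKO. With scaled probe sets, the rise on PC1 was 91.7% of wt in *Dnmt1-/-* by day 16 and 88.0% in TKO by day 4. List results past a false discovery rate of 0.05 numbered 145 with the preset correlation, 35 with an estimated correlation, all among the 145, and 95 with fry, 89 of them among the 145. Chosen after the data were seen, only probe sets with a symbol gave 70 calls in *Dnmt1-/-* ESCs and 911 probe sets that changed 2-fold in wt but not in TKO, and with the line of 0.6 there were 3510 changes in wt.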

Differences from the paper's values

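The paper's share of genes past the dotted lines of Fig. 4 in wt EBs is 17% of its genes, and here 5.8% of all probe sets changed at least 2-fold. Values within 1.5 times the paper's are taken as near it here. The log2 line of 0.6 gives 15.7%, near the paper's value, and all other alternatives set before the data were examined stay apart from it. With the line of 0.6 and only probe sets with a symbol, chosen after the values were seen, the share is 15.0%. The paper does not list the genes of this figure, so how many of its items that restriction drops cannot be counted. The paper states a 2-fold cutoff for this figure, so the line of 0.6 is not the cutoff it states, and what makes the shares differ was not tested.

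The paper counts 2397 genes that do not respond in TKO EBs, and here 1380 probe sets met that condition at 2-fold. The line of 0.6 (3262), and omission of wt ESC replicate 1 (1733), wt ESC replicate 2 (1635) or wt EB replicate 2 of day 4 (2050), come near the paper's value, and the other alternatives set before the data were examined do not. Chosen after the values were seen, the line of 0.6 with only probe sets with a symbol gives 2010, and the symbol restriction at 2-fold, 911, does not come near it. As for the share of changes, the items dropped cannot be counted.

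Of those, the paper counts 1298 that respond in *Dnmt1-/-* EBs, and here 600 did. The line of 0.6 gives 1531, near the paper's value, and no other alternative set before the data were examined comes near it. The line of 0.6 with only probe sets with a symbol, chosen after the values were seen, gives 1105, and again the items dropped cannot be counted.

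For the X chromosome the paper gives 13.1% of the disregulated genes in *Dnmt1-/-* ESCs, and here it was 29.3% of the called genes. Omission of wt ESC replicate 2 gives 18.8%, near the paper's value by the same limit, and the other alternatives set before the data were examined do not come near it. In the paper's own lists for *Dnmt1-/-* ESCs, 18 of 51 raised or lowered genes with a chromosome lie on the X, 35.3%.

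The paper states that genes raised in *Dnmt1-/-* EBs alone include genes of the nervous system. Here *Fabp7* and *Fzd3* rose in *Dnmt1-/-* and TKO cells but were not called in wt, and the other of the 3 listed neural genes that rose in *Dnmt1-/-* cells, *Sox11*, rose in all 3 genotypes. The paper's statement comes from gene ontology enrichment, and here only the listed neural genes were examined. The measures are unlike, so the paper's statement was not tested and no difference from it is shown. Of the genes in the paper's Table S5 that have a probe set, 42 of 43 raised and 5 of 5 lowered in *Dnmt1-/-* ESCs were called here, and 52 of 53 and 24 of 24 in TKO ESCs. The exception in both is *Gm13498*, with −0.13 in TKO and 0.01 in *Dnmt1-/-* ESCs, where the paper gives 2.38 and 1.83 (log2), and whether the paper's entry is the same probe set is not given in the sources used here.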

Other observations

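The tests of this part were set before their results were seen, apart from a further gap between *Kdm5d* and *Eif2s3y* that was added later. *Xist*, the RNA that coats the inactive X in females and stays silent in male cells, rose between day 4 and day 16 by 4.99 on the log2 scale in *Dnmt1-/-* (SE 0.24, adjusted p = 4.2e-07) and 2.78 in TKO EBs (SE 0.24, adjusted p = 0.0002). At day 16 its signals were 3.97 ± 0.11 in wt, 9.33 ± 0.07 in *Dnmt1-/-* and 7.79 ± 0.61 in TKO EBs (mean ± SD, n = 2). In the same period 11 of 47 germ line genes were called higher in *Dnmt1-/-*, 8 in TKO and 1 in wt EBs (12, 12 and 1 when adjusted over the list alone), in a list written with the paper's tables of these arrays in view and not tested as a group for that reason. *Dazl* rose by 2.61 in *Dnmt1-/-* (SE 0.31, adjusted p = 0.00029) and 2.57 in TKO EBs (SE 0.31, adjusted p = 0.0013), *Sohlh2*, for a factor of spermatogonia and oocytes, by 2.65 (SE 0.19, adjusted p = 6.7e-06) and 1.94 (SE 0.19, adjusted p = 0.00039), and *Stra8*, the gatekeeper of meiosis, by 1.82 in TKO EBs (SE 0.21, adjusted p = 0.0012). *Slc25a31*, for the ADP/ATP carrier of sperm, was already higher than in wt at day 4, by 3.19 in *Dnmt1-/-* (SE 0.28, adjusted p = 2.9e-05) and 3.77 in TKO EBs (SE 0.28, adjusted p = 1.3e-05).

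Interferon-response genes such as *Ifit1* rose between day 4 and day 16 in wt (16 of 26) and *Dnmt1-/-* EBs (9), and limma called 0 in TKO EBs (17, 13 and 0 when adjusted over the list alone). In TKO EBs 5 were higher and 2 lower at an unadjusted p under 0.05. Camera gave adjusted p = 1.4e-12, 1.6e-12 and 0.03, with adjusted p = 0.14, adjusted p = 0.10 and adjusted p = 0.58 with an estimated correlation. The *Dnmt1-/-* call of *Ifit1* was lost without either *Dnmt1-/-* EB array of day 4 or *Dnmt1-/-* EB replicate 1 of day 16. *Ifitm3*, for a membrane protein that blocks virus entry, differed in its change between TKO and wt by −2.46 (SE 0.37, adjusted p = 0.0028). Imprinted genes split, with 10 of 27 changing more negatively and 2 more positively in TKO than in wt EBs in this period (10 and 3 when adjusted over the list alone, camera adjusted p = 0.0013, and adjusted p = 0.22 with an estimated correlation). *Dlk1*, a paternally expressed gene of growth, differed by −3.64 (SE 0.29, adjusted p = 3.3e-05) and *Phlda2*, a maternally expressed brake of placental growth, by 3.64 (SE 0.45, adjusted p = 0.00067). *Grb10* was lower than in wt at day 4 in *Dnmt1-/-*, by −1.98 (SE 0.17, adjusted p = 3.1e-05), and in TKO EBs, by −2.72 (SE 0.17, adjusted p = 4.1e-06).

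The paper measured several genes by PCR, and the arrays give their levels too. At day 16, *Pou5f1* was higher than in wt in TKO EBs by 3.39 (SE 0.41, adjusted p = 0.00014), and in *Dnmt1-/-* EBs by 2.18 (SE 0.41, adjusted p = 0.0074), a call lost without wt EB replicate 2 or *Dnmt1-/-* EB replicate 1 of that day. *Nanog* stood at 7.91 ± 0.21 in wt, 9.63 ± 0.14 in *Dnmt1-/-* and 10.83 ± 0.08 in TKO EBs of day 16. For *Tet1* the arrays differ from the paper, which reports unaffected transcript levels in mutant EBs. On the arrays it was called higher in TKO than in wt EBs of day 16, as given above. With single arrays left out, that log2 difference ranged from 1.77 to 2.27. *Fgf5* was higher in TKO than in wt EBs of day 4 by 2.44 (SE 0.45, adjusted p = 0.0065), a call lost without wt EB replicate 1 or TKO EB replicate 1, and at day 16 by 2.13 (SE 0.45, adjusted p = 0.0069). *Dnmt3a* signals in wt went from 8.14 ± 0.25 at day 4 to 8.74 ± 0.30 at day 16, and in *Dnmt1-/-* EBs from 8.22 ± 0.07 to 7.99 ± 0.05.

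*Kdm5d*, *Usp9y*, *Uba1y* and *Zfy1* on the Y chromosome were higher in *Dnmt1-/-* than in wt ESCs. If part of the wt cells had lost the Y, all genes on it would be lower in wt on every day. The lowest median over *Eif2s3y*, *Kdm5d* and *Uty* was 0.0914, at day 4, when *Kdm5d* exceeded *Eif2s3y* by 1.83 (SE 0.258), and this argues against such a loss. A release of these genes by missing methylation may be the source, and it predicts the same in TKO ESCs. The median there, 0.264, is over *Eif2s3y*, *Kdm5d* and *Uty*, of which only *Kdm5d* was called in *Dnmt1-/-* ESCs, so it leaves this open. Of the 4 genes themselves, limma called 0 in TKO ESCs, with changes of 0.68, 0.75, 0.43 and 1.60 (adjusted p = 0.18, 0.25, 0.52 and 0.089). In TKO EBs of day 4 all 4 were called, at 1.54 (SE 0.19, adjusted p = 0.0004), 1.59 (SE 0.23, adjusted p = 0.0013), 1.84 (SE 0.19, adjusted p = 8.6e-05) and 2.86 (SE 0.37, adjusted p = 0.00057), and at day 16 they were called again, at 1.23, 1.40, 1.81 and 2.52.

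*Krt18*, *Krt19*, *Thbs1*, *Ccn1*, *Tagln* and *Nes* were lower in TKO than in wt ESCs, with a median log2 difference of −2.38. They were lower in *Dnmt1-/-* than in wt ESCs too, from −2.02 for *Krt19* to −1.05 for *Nes*, with none called there. For each gene both wt ESC arrays also lay above both *Dnmt1-/-* ESC arrays. Both mutants are compared with the same wt arrays, so the shift is not shown to be particular to TKO ESCs. All 6 lay higher in wt ESC replicate 1 than in replicate 2, as with *Krt18*, at 9.79 and 8.24, and each lost its call without wt ESC replicate 1 and also without TKO ESC replicate 1, although both wt arrays lay above both TKO arrays. Feeder fibroblasts in the wt cultures would bring their abundant collagen transcripts, but over 7 fibroblast transcripts the median difference was 0.0113, within −0.848 to 0.227. The members went both ways. *Col1a1*, *Col1a2* and *Lum* stood at −0.85, −0.45 and −0.32, and *Postn*, *Col3a1*, *Col6a1* and *Dcn* at 0.01, 0.02, 0.11 and 0.23. None was called, and the values leave a share of feeder cells open. A larger share of differentiated cells in the wt cultures could be the source. It predicts lower TKO signals for the 908 probe sets that rise in *Dnmt1-/-* cells by day 4. Their median was −0.197 (−0.279 and −0.104 within replicates 1 and 2), with quartiles of −0.498 and 0.0630. The median has the predicted sign in both replicates, but the upper quartile is positive, so not all of these probe sets were lower. The values leave this explanation open.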
